# Transcriptional and Chemical Changes in Soybean Leaves in Response to Long-Term Aphid Colonization

**DOI:** 10.3389/fpls.2019.00310

**Published:** 2019-03-13

**Authors:** Jessica D. Hohenstein, Matthew E. Studham, Adam Klein, Nik Kovinich, Kia Barry, Young-Jin Lee, Gustavo C. MacIntosh

**Keywords:** plant–insect interaction, soybean defense, isoflavones, feeding deterrence, *Aphis glycines*

## Abstract

Soybean aphids (*Aphis glycines* Matsumura) are specialized insects that feed on soybean (*Glycine max*) phloem sap. Transcriptome analyses have shown that resistant soybean plants mount a fast response that limits aphid feeding and population growth. Conversely, defense responses in susceptible plants are slower and it is hypothesized that aphids block effective defenses in the compatible interaction. Unlike other pests, aphids can colonize plants for long periods of time; yet the effect on the plant transcriptome after long-term aphid feeding has not been analyzed for any plant–aphid interaction. We analyzed the susceptible and resistant (*Rag1*) transcriptome response to aphid feeding in soybean plants colonized by aphids (biotype 1) for 21 days. We found a reduced resistant response and a low level of aphid growth on *Rag1* plants, while susceptible plants showed a strong response consistent with pattern-triggered immunity. GO-term analyses identified chitin regulation as one of the most overrepresented classes of genes, suggesting that chitin could be one of the hemipteran-associated molecular pattern that triggers this defense response. Transcriptome analyses also indicated the phenylpropanoid pathway, specifically isoflavonoid biosynthesis, was induced in susceptible plants in response to long-term aphid feeding. Metabolite analyses corroborated this finding. Aphid-treated susceptible plants accumulated daidzein, formononetin, and genistein, although glyceollins were present at low levels in these plants. Choice experiments indicated that daidzein may have a deterrent effect on aphid feeding. Mass spectrometry imaging showed these isoflavones accumulate likely in the mesophyll cells or epidermis and are absent from the vasculature, suggesting that isoflavones are part of a non-phloem defense response that can reduce aphid feeding. While it is likely that aphid can initially block defense responses in compatible interactions, it appears that susceptible soybean plants can eventually mount an effective defense in response to long-term soybean aphid colonization.

## Introduction

Aphids are hemipteran insects with specialized mouth parts, stylets, that facilitate efficient phloem sap feeding. In general, these insects alternate between parthenogenetic and sexual reproduction and can rapidly colonize their host plants. Due to their proficient colonization and settlement, combined with their ability to extract large amounts of photoassimilates from the plant and their role as vectors of plant viruses, aphids have a significant impact on cultivated plants throughout the globe (Goggin, 2007; Giordanengo et al., 2010). Most aphids are highly selective and feed only on one or a few plant species, although aphids that can feed on a large number of different plant species also exist. Non-host resistance, including physical barriers, nutritional quality, and deterrent secondary metabolites, determines whether aphids will feed on a particular plant. Aphids adapted to circumvent these barriers are able to feed on the host plant, where they trigger plant defenses based on the host plant immune system. Induced post-invasive mechanisms of resistance include pattern-triggered immunity (PTI) and effector-triggered immunity (ETI) (Kaloshian and Walling, 2016; Züst and Agrawal, 2016).

Upon contact with the invader, plant membrane receptors recognize highly conserved molecules associated with the surface of the pathogen or pest. In the case of pathogens, these microbe-associated molecular patterns (MAMPs) include chitin fragments and β-glucan fragments, cell wall and flagellum-derived peptides, and even intracellular proteins such as bacterial elongation factors, which are recognized by pattern recognition receptors (PRRs) initiating a signal transduction cascade that triggers plant defenses. The mechanisms used by plants to perceive herbivore attacks are similar to the perception of pathogens, and the resulting responses also share common themes. Herbivore-associated molecular patterns (HAMPs) are less characterized but it is clear that, at least for insects, salivary secretions play an important role in this recognition (Mithöfer and Boland, 2008; Hogenhout and Bos, 2011; Kaloshian and Walling, 2016). On the other hand, aphid salivary effectors can suppress host defenses to facilitate colonization, and it is likely that other aphid-induced changes such as the formation of galls and changes in the allocation of nutrients in the host are also mediated by salivary effectors (Hogenhout and Bos, 2011; Rodriguez and Bos, 2012; Kaloshian and Walling, 2016).

Induced plant responses triggered by pathogens and pests are mediated by blends of phytohormones that determine the intensity and composition of the response to each individual attacker. Hormones normally associated with defense include jasmonic acid (JA), ethylene (ET), and salicylic acid (SA), yet other phytohormones such as abscisic acid (ABA), cytokinins, gibberellins, and auxin also play roles in modulating plant defense responses (De Vos et al., 2005; Smith and Boyko, 2007; Asselbergh et al., 2008; Pieterse et al., 2009; Robert-Seilaniantz et al., 2011). Several plant–aphid interactions studies identified differential regulation of SA- and/or JA-mediated signaling pathways in response to aphid feeding. Aphids induce SA-regulated responses in Arabidopsis, *Nicotiana attenuata*, *Medicago truncatula*, wheat, tomato, sorghum, and barley. However, there does not seem to be a consensus on its overall impact on phloem-feeding insects (Thompson and Goggin, 2006; Goggin, 2007; Bari and Jones, 2009; Giordanengo et al., 2010; Morkunas et al., 2011; Kamphuis et al., 2013; Jaouannet et al., 2014). On the other hand, several studies have found strong evidence supporting an effective defense role of JA-mediated responses against several aphid species, even though JA-regulated markers are suppressed or only modestly induced in compatible aphid–plant interactions (Thompson and Goggin, 2006; Goggin, 2007; Howe and Jander, 2008; Bari and Jones, 2009; Giordanengo et al., 2010; Kamphuis et al., 2013; Jaouannet et al., 2014). Defense signaling pathways often lead to the production of compounds that can act as toxins against colonizing aphids. Many different plant secondary metabolites, including cardiac glycosides, alkaloids, benzoxazinoids, and glucosinolates, accumulate in response to aphid feeding in a variety of plant species. However, the ability of these compounds to reduce aphid performance depends on each specific aphid–plant interaction (Züst and Agrawal, 2016).

The soybean aphid (*Aphis glycines* Matsumura) causes significant yield loss and quality decline in soybean (*Glycine max*) (Ragsdale et al., 2007; Hesler et al., 2013). In addition to withdrawing photosynthates, soybean aphids alter the amino acid profile of the host plant (Chiozza et al., 2010), can vector soybean viruses (Hill et al., 2001), and excrete sugar-rich honeydew that promotes sooty mold fungal growth on leaves, which can interfere with photosynthesis. Due to these factors, uncontrolled aphid populations on susceptible plants can cause yield losses of up to 40% (Ragsdale et al., 2007). Several sources of host plant resistance have been identified in different plant introduction accessions and soybean cultivars, and nine have been genetically characterized (Hesler et al., 2013; Zhang et al., 2017). Among the resistance genes that have been fine-mapped to small regions of the soybean genome, *Rag1* is the best described. *Rag1* is a dominant gene that provides antibiosis and antixenosis against the soybean aphid (Hill et al., 2006a,b; Kim et al., 2010) and it has been mapped to a small region in soybean chromosome 7 that contains two NBS-LRR genes proposed as candidates to encode this resistance (Kim et al., 2010).

Transcriptome analyses showed that resistant plants carrying the *Rag1* gene mount a stronger and faster defense response to aphid feeding than susceptible plants. Li et al. (2007) compared the response of the susceptible Williams 82 soybean cultivar and the resistant (*Rag1*) Dowling cultivar at 6 and 12 h after aphid feeding and found a distinct resistance response with almost no overlap with the susceptible response. The number of differentially expressed (DE) genes in the resistant plant at 6 h was approximately twofold higher than the DE genes in the susceptible response at that time. The resistance response included genes related to cell wall metabolism, the phenylpropanoid pathway, and activation of the SA and JA signaling pathways. Following individual genes, these authors observed that the resistance response declines after 24 h (Li et al., 2007). A complementary analysis (Studham and MacIntosh, 2013) compared the response of resistant (*Rag1*) and susceptible near-isogenic soybean lines at 1 and 7 days after aphid colonization. In this case, a small resistance response was observed, but susceptible plants showed a significant number of DE genes at 1 day post-feeding that increased even more after 7 days. An analysis of phytohormone signals indicated that, at day 1, ET, JA, and SA biosynthesis and response genes were upregulated. However, at day 7, a reduced SA and no ET or JA response was observed despite the strong increase in expression of biosynthetic genes, particularly for JA. In parallel, a strong increase in ABA biosynthetic and response genes was observed at the late time point. These findings led to the hypothesis that, in compatible interactions, soybean aphids may induce a decoy response mediated by ABA that antagonizes effective JA, ET, and SA responses (Studham and MacIntosh, 2013).

An important and understudied aphid characteristic is the long association with their host plant. Unlike most other herbivores, aphids colonize plants for several weeks, yet very few studies have analyzed the effects of this long-term exposure on host physiology, gene expression, or metabolism. In this study we characterized the transcriptional response of soybean plants to long-term (21 days) soybean aphid infestation, using aphid-resistant (*Rag1*) and aphid-susceptible cultivars in a no-choice growth chamber experiment. We found a significant susceptible response that included induction of the isoflavonoid biosynthesis pathway and evidence of a general response to chitin in susceptible plants. On the other hand the resistance response was negligible, although we observed constitutive gene expression differences between the two soybean lines. Metabolite analyses corroborated accumulation of isoflavones in response to long-term aphid feeding on susceptible plants. Accumulation of these compounds outside of the plant vasculature suggested a non-phloem defense response. Choice experiments indicated that daidzein, one of the most highly induced isoflavonoids, is an aphid deterrent. Our results indicate that in contrast to plants exposed to aphids for 7 days, long-term exposure results in the induction of soybean defense responses.

## Materials and Methods

### Plant Growth Conditions and Aphid Infestations

Soybean (*Glycine max*) plants were grown in a growth chamber with a constant temperature of 25°C and a photoperiod of 16 h of light. The lights were a combination of incandescent and fluorescent bulbs, with an average light intensity of 375 μmol m^-2^ s^-1^ at the top of the plants. Plants were watered manually. Seeds were sown in SB300 Universal bark-based growing mix (Sun Gro Horticulture, Vancouver, BC, Canada) in 15 cm diameter green plastic pots. A dash of Rhizobium powder (*B.* *japonicum*) was applied to each seed. Aphids (*A. glycines* Matsumura) were obtained from a laboratory colony maintained in growth chamber with similar conditions to the experimental plants. The colony was kept on susceptible soybean plants. Thirty wingless, mixed age soybean aphids were applied to each plant on the V3 leaf, in the same manner as our previous study (Studham and MacIntosh, 2013). Twenty-four hours prior to sampling the aphids were counted on all plants. Two-tailed Student’s *t*-test was used to determine statistical differences in the number of aphids between genotypes (*p* ≤ 0.05).

### Experimental Design

This was a full-factorial no-choice experiment with two factors: soybean variety and aphid treatment. There were six plants per treatment. The two soybean varieties are aphid-resistant LD16060 (R) with the *Rag1* gene and aphid-susceptible SD01-76R (S). The aphid treatments were “with” (aphid plants) or “without” (control plants). The plant locations in the growth chamber were based on a split-split-plot randomized complete block design. The whole-plot factor was aphid treatment. After aphid infestation, plants were individually covered with nets (5-gal. paint strainers) (Trimaco LLC, Durham, NC, United States) secured with rubber bands around the pot. To minimize aphid contamination of control plants, all the aphid plants were on the left half of the chamber and the control plants (without aphids) were on the right. The split-plot factor was proximity to the back wall of the chamber. In previous experiments the plants closer to the back wall grew faster than the plants far from the back wall. Within each plot there were six complete blocks, and plants were randomized within each block.

### Leaf Sampling, RNA Isolation, and Microarray Analysis

Third trifoliate leaves were sampled after 21 days of aphid infestation. Each sample consisted of the third trifoliate leaves pooled from two plants. Aphids were removed from the leaf by first submerging the leaf in water and then gently rubbing off the aphids. Control plants were treated in the same manner to simulate aphid removal. Samples were frozen in liquid nitrogen, and then ground using a mortar and pestle. Total RNA was isolated, quality-checked, and quantified. GeneChip^®^Soybean Genome Arrays (Affymetrix, Santa Clara, CA, United States) were used to determine mRNA abundance in each of the samples, as described by Studham and MacIntosh (2013). The Affymetrix’s GeneChip Soybean Genome Array contains 37,600+ soybean probe sets that, according to SoyBase (Grant et al., 2010), correspond to an estimated 22,763 soybean genes, about 40% of the soybean genome (Schmutz et al., 2010). Triplicate samples were used for microarray analysis.

### Analysis of Microarray Data

The statistical analysis of the microarray data involved normalization and hypothesis testing of individual genes and gene sets. Raw intensities were normalized using the GCRMA method (Irizarry et al., 2003; Wu et al., 2004). A statistical model, which included aphid effects, genotypic effects, and the aphid:genotype interaction effect was created for each transcript, as described in detail in Studham and MacIntosh (2013). Differential expression for individual genes was determined using the following cutoffs: *p* ≤ 0.0001 and *q* ≤ 0.04 (FDR = 4%) and the absolute value of the fold change ≥ 2. For gene sets, the false discovery rate was 5%. Array probe sets were assigned to genes in the soybean genome (Soybean Genome Project, DoE Joint Genome Institute) by using BLASTN (Altschul et al., 1990; McGinnis and Madden, 2004) to compare probe set target sequences to predicted cDNA sequences. Only probe sets with sequences that matched a single gene with ≥ 95% identity and a resulting e-value ≤ 10^-30^ were assigned. DE genes were defined as soybean genes that have at least one matching DE probe set. The genes were annotated mainly by using the SoyBase and the Soybean Breeder’s Toolbox SoyChip Annotations (Hesler and Dashiell, 2007). GeneChip^®^Soybean Genome Array probe set annotations (Affymetrix) were also used in conjunction with the SoyBase annotations. Genes associated with the hormones abscisic acid (ABA), ethylene (ET), jasmonic acid (JA), and salicylic acid (SA) were used to analyze responses to long-term aphid infestation as described in Studham and MacIntosh (2012). The pathway score is based on fold change and significance of all genes associated with a hormone’s pathway. Raw and GCRMA-normalized datasets have been deposited in the NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE115790^1^.

### Quantitative Real-Time Reverse-Transcribed PCR

An experiment identical to the one used for microarray analysis was carried out for confirmation of microarray results, using quantitative real-time reverse-transcribed PCR (qPCR) as described in Studham and MacIntosh (2013). Thus, the plant material used for confirmation was obtained independently of the material used for transcriptome analysis. The Pfaffl method (Pfaffl, 2001) was used to determine the fold change differences in transcript expression levels for each comparison. The efficiency for each gene was determined using a standard curve based on the dilution series. Results were normalized using the reference gene ubiquitin (*Glyma.20g141600*), which is unaffected by aphid treatment and genotypic differences based on the microarray data presented here and data obtained in Studham and MacIntosh (2013). Statistical analysis was performed using *t*-test (*p* < 0.05).

### Phenylpropanoid Pathway Analysis

Our representation of the soybean phenylpropanoid pathway was elucidated based on literature (Schopfer et al., 1998; Jung et al., 2000; Akashi et al., 2005, 2009; Bomati et al., 2005; Kim et al., 2005; Ralston et al., 2005; Yu and McGonigle, 2005; Deavours et al., 2006; Suzuki et al., 2006; Zabala et al., 2006; Nagamatsu et al., 2007; Tuteja and Vodkin, 2008; Fliegmann et al., 2010; Yi et al., 2010), the MedicCyc *Medicago truncatula* database (Urbanczyk-Wochniak and Sumner, 2007; Mensah et al., 2008), and the MetaCyc Encyclopedia of Metabolic Pathways (Kim et al., 2008; Caspi et al., 2009). In the diagram, the susceptible response microarray result for each gene is represented by a circle near the reaction line for the enzyme it encodes. The size of the circle is proportional to the absolute value of the fold change, the color hue indicates the direction of the change (yellow for up, blue for down), and the color saturation is proportional to the statistical significance of the change. If a gene’s results failed to meet relaxed differential-expression criteria (| fold|≥ 2, *p* ≤ 0.05) then it is unchanged and shown as a small gray circle. Normally a gene’s results are based on one probe set, but in cases in which a gene has multiple Affymetrix probe sets assigned, the probe set with the lowest *p*-value is chosen to represent the gene as long as all the probe set changes are in the same direction or unchanged. If a gene’s probe sets changed in both directions then the gene is shown to be unchanged.

### Metabolite Quantification and Mass Spectrometry Imaging

An experimental design similar to the microarray experiment was used to determine isoflavone accumulation in response to aphid feeding. Third trifoliates from control and aphid-infested plants were collected 21 days after infestation.

One leaflet from each trifoliate was used for metabolite quantification. Leaflets were freeze-dried, ground using mortar and pestle in liquid N_2_, and extracted on a platform shaker at 150 rpm for 16 h with 80% ethanol (25 μl mg^-1^). Cyanidin-3-*O*-glucoside (50 μM) was used as an external standard. Where indicated, ethanolic extracts were hydrolyzed with 1N HCl at 90°C for 2 h. The solvent was evaporated under vacuum, and the aqueous phase extracted twice with an equal volume of ethyl acetate and the organic phase evaporated to dryness. The residue was resuspended in 80% ethanol, filtered through 0.2 μm PVDF, and 15 μl aliquots were injected onto a Symmetry C18 column (Waters Corporation, 4.6 mm × 75 mm, 100 Å, 3.5 μm) held at 30°C, and analyzed at 254 nm using a Waters Alliance 2695 HPLC equipped with PDA. The mobile phase flow rate was 1 mL min^-1^ and consisted of buffers A [0.1% (v/v) formic acid in water] and B [0.1% (v/v) formic acid in acetonitrile], with the following gradient (0 min 95% A, 3 min 85% A, 4 min 85% A, 21 min 50% A, 21.1 min 20% A, 24 min 20% A, 24.1 min 95% A, 28 min 95% A) using a linear gradient between time points. Compounds were quantified by comparison to standard curve of authentic standards. Daidzein and formononetin (Indofine, Inc.) were a generous gift from Dr. Brian McGonicle (DuPont). Genistein and kaempferol were purchased from Extrasynthese (France). Glyceollins were analyzed by UPLC-PAD-MS as described in Farrell et al. (2017).

A second leaflet from each trifoliate was used for mass spectrometry imaging (MSI). Leaflets were imprinted on a polytetrafluoroethylene (PTFE) membrane and analyzed using MALDI-MSI with 1,5-diaminonaphthalene (DAN) as a matrix in negative ion mode, following the method previously described by Klein et al. (2015). Relative quantification was carried out by combining ion signals for each analyte over the tissue area, then normalized to the ion signal for DAN.

In both experiments, statistically significant differences were determined by two-tailed Student’s *t*-test (*p* < 0.05).

### Aphid Choice Experiment

First trifoliates were excised from susceptible plants at the V2–V3 stage and grown in a growth chamber under conditions similar to those used for microarray analysis. Petioles of individual leaves were placed in 2 ml tubes containing control solution (0.6–1.6% DMSO in water) or isoflavone solution (isoflavone in DSMO dissolved in water). One control and one isoflavone treated trifoliate were then paired and connected with a piece of filter paper between leaves. After 6 h, 10 adult aphids were placed on the filter paper and allowed to move freely between the two trifoliates. The number of aphids feeding on each leaf was recorded after 16 h. Only adult aphids were counted. Three independent experiments with at least 10 leaf pairs were carried out. Statistically significant differences were determined by paired Student’s *t*-test (*p* < 0.05).

## Results

### Identification of Potential Defense Responses to Long-Term Aphid Colonization Through Transcriptome Analysis

A no-choice growth chamber experiment was conducted using two related cultivars: aphid-susceptible SD01-76R (S plants), and aphid-resistant LD16060 (R plants) carrying the *Rag1* aphid resistance gene. At the V3 growth stage 50% of the plants were infested with soybean aphids of biotype 1 which is controlled by *Rag1*. After 20 days of infestation, aphids on each plant were counted, and after 21 days of infestation the leaves were harvested to undergo mRNA profiling. The aphid population increased in R and S varieties, but S plants had significantly higher aphid counts, about 14-fold, than R plants, confirming the resistance phenotype of LD16060 (Figure 1). For a more detailed description of aphid population growth on these soybean lines, see Chiozza et al. (2010). Although heavy infestations may result in plant stunting and leaf yellowing (Tilmon et al., 2011), the leaves used in our analysis did not show strong symptoms besides deposition of honeydew and some decrease in the intensity of leaf color.

**FIGURE 1:**
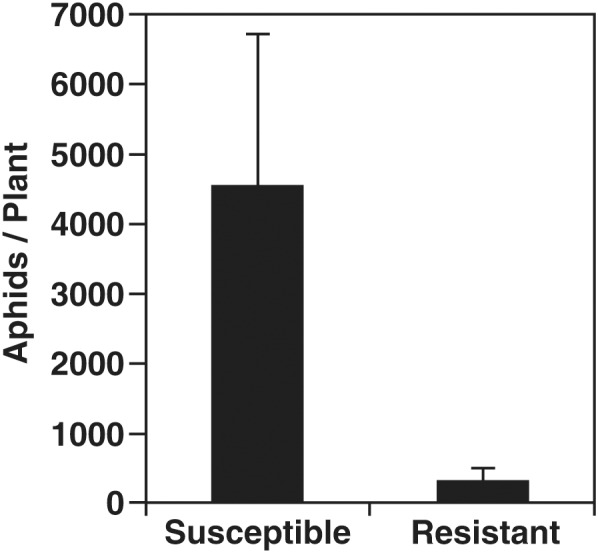
Aphid population levels after 20 days of infestation. Susceptible (SD01-76R) and aphid-resistant (LD16060) soybean plants were infested with 30 aphids and aphid populations were quantified after 20 days. The difference in aphid number between resistant and susceptible plants was statistically significant (*p* ≤ 0.05; two-tailed Student’s *t*-test). Error bars represent standard error of the mean (*n* = 18).

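Leaves were compared on 12 arrays, 3 for each of 4 groups: uninfested and infested plants of the aphid-susceptible SD01-76R (S) and of the aphid-resistant LD16060 (R). Each array holds RNA from trifoliate leaves pooled from 2 plants, harvested 21 days after 30 aphids were placed on each infested plant. A probe set is a group of short probes against 1 transcript, and several probe sets can report on the same gene. The deposited table holds 37653 probe sets, 37593 for soybean transcripts and 60 controls. The Methods give GCRMA as the normalization. In the deposited values, 2 to the power of the value is a whole number for 99.6% of entries (relative tolerance 1e-06), and array medians run from 6.86 to 7.71, so the table holds log2 intensities in which no background correction or scaling between arrays is visible. The values were therefore quantile normalized over the soybean probe sets, and the total counts of calls are also given on the values as deposited. On the deposited values the median log2 difference of all soybean probe sets is -0.17 between infested and uninfested S plants, against -0.04 after quantile normalization. For each probe set, limma fitted 1 mean per group over the 12 arrays and compared groups with moderated statistics. A probe set is called where it meets the study's cutoffs (p at or under 1e-04, Storey q at or under 0.04 and a fold of at least 2), and it is said to rise, fall or differ where the Benjamini-Hochberg adjusted p is under 0.05. Changes are log2 differences, the number of arrays limits their precision, and a standard error (SE) from limma stands beside those given in full. No background was removed, so where a group lies at or under the median of the control probe sets (5.39 to 5.42 by group) the size of a difference is uncertain and probably too small, which is marked below as control level. Infested plants stood in the left part of the growth chamber and uninfested plants in the right part, so aphid treatment and chamber side cannot be told apart.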

Transcript levels were determined using Affymetrix’s GeneChip Soybean Genome Array. We focused on three comparisons (Supplementary Table 1): the susceptible response (infested S plants vs. uninfested S plants), the resistance response (infested R plants vs. uninfested R plants), and genetic differences (uninfested R plants vs. uninfested S plants). 

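Defense transcripts were lower in infested R plants than in infested S plants. Of 53 WRKY genes, a family of transcription factors that regulate defense, 15 were lower in infested R plants and none was higher (24 lower when adjusted over the list alone; camera adjusted p = 4.4e-12, but adjusted p = 0.15 with an estimated correlation). Of 14 genes for pathogenesis-related and other defense proteins, 4 were lower (10 lower and 2 higher when adjusted over the list alone; camera adjusted p = 1e-05, but adjusted p = 0.15 with an estimated correlation). OLPb, which encodes an osmotin-like protein, was lower by a log2 difference of -2.50 (adjusted p = 0.015), and the gene for a dehydration-responsive element-binding protein, Glyma.16G199000, by -4.65 (adjusted p = 0.00084). PAP25, which encodes a purple acid phosphatase, was higher in infested R plants by 2.74 (adjusted p = 0.0027), and so was the chlorophyllase-like Glyma.07g096900, by 2.55 (adjusted p = 0.0024). At the study's cutoffs limma called 37 probe sets higher and 274 lower in R plants, 311 in all, against 184 on the values as deposited and 680 with the replicate number as a block. The count was 170 without infested S replicate 1, 139 without infested R replicate 1 and 148 without infested R replicate 3.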

Although the comparison between infested S and R plants is also reported (Supplementary Table 1), this result was not considered a reliable comparison given the large difference in number of aphids infesting each genotype and thus is not discussed here. Transcripts corresponding to each probe set were considered to be DE if they had a statistically significant (*p* ≤ 0.0001 and *q* ≤ 0.04) change of at least twofold. Overall our cutoffs were very conservative and our false discovery rate was lower than 4% (Storey et al., 2004). Figure 2 shows the number of probe sets with DE transcripts per comparison. 

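In infested S plants, 346 probe sets were called higher and 43 lower than in uninfested S plants, 389 in all. The rises include the MAP kinase gene MPK3, all 4 orthologs of the defense marker NHL10 and the 6 NAC genes of Table 1, and the falls include the cell wall hydrolase gene GLU and the flavonoid gene F3H. In infested R plants limma called 0 probe sets, while 449 were higher and 327 lower at an unadjusted p under 0.05 (132 and 109 on the values as deposited, 433 and 159 with median centering), fewer than the 1880 that chance gives on average. The comparison of uninfested cultivars, with 28 calls, also gave fewer, 1092. So a count under 1880 is not particular to R plants. Uninfested R plants differed from uninfested S plants in 28 called probe sets, 9 higher and 19 lower, among them those for Ribonuclease H and the candidate resistance protein KR1. For each called probe set the 3 arrays of one group lie beyond the 3 of the other, an order that chance gives for 10% of probe sets and that 19.1% of soybean probe sets show in S plants, 6.2% in R plants and 7.5% between the cultivars. The test of the difference between the responses of S and R plants called 2 probe sets, and 60 with the replicate number as a block. On the values as deposited the calls number 302 in S plants, 0 in R plants and 14 between the cultivars, and with the block 720, 0 and 50. The count in S plants is 211 without infested S replicate 1 and 250 without uninfested S replicate 3, and that between the cultivars is 13 without uninfested S replicate 1 and 14, 10 and 12 without uninfested R replicates 1, 2 and 3.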

The susceptible response consisted of 365 probe sets mapped to 252 soybean genes according to the current genome annotation (Glyma version 2.0), the resistant response did not return any DE transcript with the cutoffs set for our experiment, and the genetic differences consisted of 12 probe sets mapped to 10 soybean genes.

**FIGURE 2:**
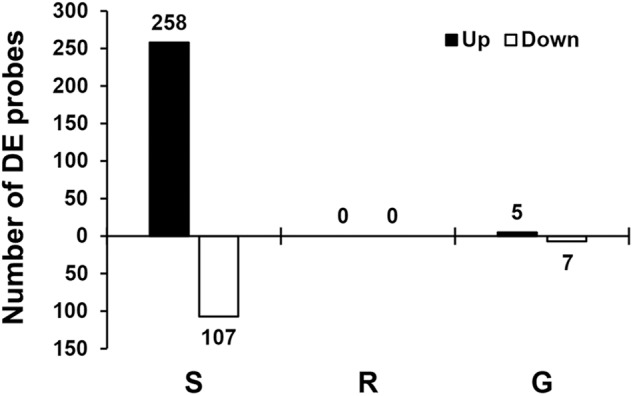
Transcriptional responses to aphid infestation and genetic differences. Numbers of DE soybean probes for three different comparisons: susceptible response (S) comparing gene expression in susceptible plants with and without aphids, resistant response (R) comparing gene expression in resistant plants with and without aphids, and genetic differences (G) comparing gene expression in resistant and susceptible plants without aphids. Differential expression for individual probes was determined using the following cutoffs: *p* ≤ 0.0001 and *q* ≤ 0.04 (FDR = 4%) and the absolute value of the fold change ≥ 2. The number of DE probes is indicated above or under each bar.

#### Susceptible Response

The susceptible response was the only substantial transcriptional change observed for the three comparisons in this experiment, and it was predominantly associated with defense processes. Overall 258 probes (182 genes) were induced and 107 probes (70 genes) were suppressed. 

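Among the largest rises in infested S plants were transcription factor and defense transcripts, and another, Glyma.15g142200 at 5.13 (uninfested value at control level), has no function in the annotation. The ERF-like gene LOC100820426 rose by a log2 difference of 5.65 (SE 0.77, adjusted p = 0.0022), from 5.12 ± 0.30 (control level) to 10.77 ± 1.06 (SD, n = 3 arrays each). A dehydration-responsive element-binding protein gene, Glyma.05g049900, rose by 4.98 (SE 0.51, adjusted p = 0.00061), and Glyma.06g020800, whose best match is a protein induced by the bacterial elicitor syringolide, by 4.99 (SE 0.66, adjusted p = 0.0021). Among the largest falls were cell surface and ion transport transcripts. Glyma.02g308700, for a fasciclin-like arabinogalactan protein of the cell wall, fell by 2.67 (SE 0.37, adjusted p = 0.0024), and Glyma.07g149600, matching a calcium/proton exchanger, fell by 2.47 (SE 0.33, adjusted p = 0.0021). PAP25, an acid phosphatase gene, fell by 2.09 (SE 0.36, adjusted p = 0.0083). Rises make up 88.9% of the calls, against 69.2% on the values as deposited, where 209 probe sets are higher and 93 lower. At an unadjusted p under 0.05, 2906 probe sets are higher and 3338 lower (46.5% higher), and on the values as deposited 1410 and 2181 (39.3% higher). All 365 probe sets of the study's table have the same sign here, 345 have an adjusted p under 0.05, and 231 are called (202 higher and 29 lower). On the values as deposited all 365 have an adjusted p under 0.05 and 296 are called (207 higher and 89 lower). The study chose them on these arrays, so they are not independent evidence.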

Supplementary Table 1 lists all DE probes and corresponding genes for this comparison.

In order to identify biological processes associated with the S response, we determined the overrepresentation of Gene Ontology (GO) terms associated with probe sets in our DE list with respect to the full array (Morales et al., 2013). The molecular processes and biological functions overrepresented in our dataset and the DE genes included in each category are shown in Supplementary Table 2. The most significantly overrepresented gene set corresponded to genes involved in the response to chitin, with 49 DE genes in the susceptible response. Other defense-related processes included response to insect, response to wounding, regulation of defense response, response to fungus, and innate immune response. Signaling processes associated with defense responses, such as MAPK cascade, respiratory burst involved in defense response, regulation of hydrogen peroxide metabolic process, detection of biotic stimulus, regulation of plant-type hypersensitive response, were also overrepresented in the S response.

Several phytohormone-associated responses were also overrepresented, including ethylene biosynthetic process, salicylic acid-mediated signaling, salicylic acid biosynthetic process, and jasmonic acid-mediated signaling pathway. Upregulation of JA and SA signaling was observed in the S response to aphid colonization in soybean. 

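Single regulators of hormone pathways rose in S plants, while the measured genes of jasmonic acid synthesis did not rise together. SARD1 (Glyma.08G044400), a regulator of salicylic acid synthesis, rose by a log2 difference of 1.73 (SE 0.30, adjusted p = 0.0089), from 9.09 ± 0.73 to 10.82 ± 0.26 (SD, n = 3 arrays each). The AtWRKY70 ortholog (Glyma.04G223300), which acts in salicylic acid signaling, rose by 1.94 (SE 0.29, adjusted p = 0.0034). ACS1, an enzyme that makes the precursor of ethylene, rose by 2.75 on one probe set (uninfested value at control level) and 2.39 on the other (adjusted p = 0.00074 and 0.00076). Of 17 genes of jasmonic acid synthesis, none rose and VLXC, a lipoxygenase gene, fell by 2.21 (SE 0.41, adjusted p = 0.013), with 4 lower when adjusted over the list alone (camera adjusted p = 0.070). The list passed as lower on the values as deposited, above the median level, with all probe sets of each gene and without uninfested S replicate 3 or infested S replicate 2, but not with an estimated correlation or fry. CYP74A1, which encodes allene oxide synthase, had a log2 difference of -1.26 (adjusted p = 0.062), and AOC4, for allene oxide cyclase, 1.88 (adjusted p = 0.23). The lipoxygenase genes LOX2 and LOX3 lay at control level in both uninfested and infested S plants, so their lack of a measured change says little. Glyma.17g043700, matching the jasmonate signaling repressor JAZ3, fell by 1.96 (SE 0.33, adjusted p = 0.0069). None of 4 jasmonate response genes passed limma's test, with 1 higher and 1 lower at an unadjusted p under 0.05 and a median of -1.06 (camera adjusted p = 0.57). None of 3 salicylic acid genes passed either, with 1 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.92).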

A comparable result was obtained when we analyzed the phytohormone response using a previously described bioinformatics tool (not shown) (Studham and MacIntosh, 2012). 

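Genes for late embryogenesis abundant and seed maturation proteins, many of which abscisic acid induces, showed little measured change in infested S plants. Of 30 such genes MAT1 rose, by a log2 difference of 1.62 (SE 0.26, adjusted p = 0.0054), and the other 29 did not pass limma's test (1 higher when adjusted over the list alone). The median of the list was 0.03 (camera adjusted p = 0.15). Of 67 bZIP genes, a family that includes the factors binding abscisic acid response elements, BZIP105 rose by 1.41 (SE 0.34, adjusted p = 0.043), and none passed when adjusted over the list alone (camera adjusted p = 0.81). Several of these genes lay at control level in both uninfested and infested S plants. Among them were the seed maturation genes PM34, PM13 and PGMPM19 and the bZIP genes BZIP50, BZIP48 and BZIP35. For such genes the lack of a measured change says little. The annotation given with the array names no genes of abscisic acid synthesis or perception, so none were tested as a list.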

Remarkably, abscisic acid signaling was absent, in contrast to the strong ABA response observed in the susceptible response after 7 days of aphid feeding (Studham and MacIntosh, 2013).

We also carried out a different gene set analysis, using the GSA method (Efron and Tibshirani, 2007) that examines the full dataset instead of just the DE genes for each response, and calculates differentially regulated gene sets. This analysis returned similar gene sets associated with defense responses and phytohormone pathways for the S response (Supplementary Table 3).

Analysis of individual DE genes revealed a large proportion of transcription factors (36 out of 252 genes, 14.3%) in the S response. Most of these genes were induced by aphid infestation and they correspond to several transcription factor families (Table 1). The two families with larger representation correspond to the WRKY (11 upregulated genes) and NAC (6 upregulated genes) families, which are normally associated with defense responses (Nuruzzaman et al., 2013; Bakshi and Oelmüller, 2014).

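Of the 36 transcription factor genes in Table 1, limma called 25 higher and 1 lower in infested S plants, and all 36 had an adjusted p under 0.05. The 26 calls number 30 on the values as deposited, 32 with the replicate number as a block, 29 with median centering, 12 without infested S replicate 1, 16 without uninfested S replicate 3, 17 without infested S replicate 3, 17 with only the arrays compared and 7 without moderation. The 6 NAC genes were all called, among them the NAC090 ortholog Glyma.11G182000, which rose by a log2 difference of 3.08 (SE 0.42, adjusted p = 0.0023). Of the 11 WRKY genes, which regulate immune responses, 4 were called (9 on the values as deposited, 8 with the replicate number as a block, and 1 without infested S replicate 1 or uninfested S replicate 3). The AtWRKY41 ortholog Glyma.08G021900 rose by 3.88 (SE 0.72, adjusted p = 0.012). RRTF1 (Glyma.02G132500), a redox-responsive AP2 factor, rose by 4.21 (SE 0.45, adjusted p = 0.00076), and the DREB1D ortholog Glyma.16G199000 by 5.57 (SE 0.46, adjusted p = 0.00025), both from control level in uninfested S plants. The zinc finger gene ZAT11 (Glyma.03G173300) rose by 4.86 (SE 1.09, adjusted p = 0.031) without being called. MEE47 (Glyma.03G258400) was the gene called lower, with a log2 difference of -1.22 (SE 0.19, adjusted p = 0.0044). The study picked these genes on the same arrays, so their direction is not independent evidence. Lists made from the array's gene symbols, which share members with Table 1, gave 16 of 53 WRKY genes higher and none lower (28 higher when adjusted over the list alone; median 0.99; camera adjusted p = 2.1e-14, but adjusted p = 0.13 with an estimated correlation). Of 20 NAC genes 4 rose and none fell (8 higher when adjusted over the list alone; median 0.55; camera adjusted p = 9.2e-08, but adjusted p = 0.13 with an estimated correlation). Of 69 MYB genes 4 rose and 1 fell (5 and 2 when adjusted over the list alone; camera adjusted p = 0.20), and MYB29, assigned to the AtMYB15 ortholog, rose by 2.22. Of 14 AP2/ERF and DREB genes 1 rose (1 when adjusted over the list alone; camera adjusted p = 0.095, and 0.047 with the replicate number as a block).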

**Table 1:** Differentially expressed genes encoding transcription factors in the susceptible response.

Gene ID	Class	Fold change	Top Arabidopsis (TAIR10) BLASTP Hit
*Glyma.16G199000*	AP2	42.78	AT5G51990, DEHYDRATION-RESPONSIVE ELEMENT-BINDING PROTEIN 1D, DREB1D
*Glyma.09g147200*	AP2	32.86	AT5G51990, DEHYDRATION-RESPONSIVE ELEMENT-BINDING PROTEIN 1D, DREB1D
*Glyma.02G132500*	AP2	16.66	AT4G34410, redox responsive transcription factor 1, RRTF1
*Glyma.02G006200*	AP2	4.84	AT3G23240, ethylene response factor 1, ERF1
*Glyma.10G204400*	AP2	4.02	AT1G25560, ethylene response DNA binding factor 1, EDF1
*Glyma.09G247000*	bHLH	–2.78	AT4G37850, basic helix-loop-helix (bHLH) DNA-binding superfamily protein
*Glyma.03G173300*	C2H2 and C2HC	27.73	AT2G37430, ZAT11
*Glyma.10G045400*	Zinc fingers	11.38	AT3G53600, C2H2-type zinc finger family protein
*Glyma.15G040700*		10.86	AT2G28710, C2H2-type zinc finger family protein
*Glyma.19G174200*		5.23	AT2G37430, ZAT11
*Glyma.04G008900*	GATA zinc finger	6.81	AT4G36240, GATA transcription factor 7, GATA7
*Glyma.07G266500*	GRAS	9.74	AT4G17230, SCARECROW-like 13, SCL13
*Glyma.12G137700*	GRAS	5.37	AT5G48150, PAT1
*Glyma.13G285400*	GRAS	4.60	AT1G50600, SCARECROW-like 5, SCL5
*Glyma.03G221700*	MYB	5.80	AT2G47190, ATMYB2
*Glyma.20G209700*	MYB	5.26	AT3G23250, ATMYB15
*Glyma.11G182000*	NAC	7.83	AT5G22380, NAC domain containing protein 90, NAC090
*Glyma.04g226700*	NAC	7.26	AT4G35580, NAC transcription factor-like 9, NTL9
*Glyma.06G138100*	NAC	6.79	AT4G35580, NAC transcription factor-like 9, NTL9
*Glyma.11G096600*	NAC	5.72	AT2G17040, NAC domain containing protein 36, NAC036
*Glyma.16G016700*	NAC	3.46	AT4G35580, NAC transcription factor-like 9, NTL9
*Glyma.07G048100*	NAC	2.80	AT4G35580, NAC transcription factor-like 9, NTL9
*Glyma.12G183800*	Other	3.93	AT2G27580, A20/AN1-like zinc finger family protein
*Glyma.08G044400*	Other	3.08	AT1G73805, SAR DEFICIENT 1, SARD1
*Glyma.03G258400*	Other	–2.62	AT4G00950, maternal effect embryo arrest 47, MEE47
*Glyma.08G021900*	WRKY	13.73	AT4G11070, ATWRKY41
*Glyma.05G215900*	WRKY	9.61	AT4G11070, ATWRKY41
*Glyma.17G222300*	WRKY	9.20	AT1G80840, ATWRKY40
*Glyma.14G102900*	WRKY	8.12	AT1G80840, ATWRKY40
*Glyma.04g218700*	WRKY	6.45	AT5G64810, ATWRKY51
*Glyma.01G128100*	WRKY	5.89	AT2G38470, ATWRKY33
*Glyma.19G254800*	WRKY	5.68	AT4G11070, ATWRKY41
*Glyma.01G224800*	WRKY	5.46	AT4G11070, ATWRKY41
*Glyma.06g147100*	WRKY	4.67	AT5G64810, ATWRKY51
*Glyma.17G222500*	WRKY	3.95	AT1G80840, ATWRKY40
*Glyma.04G223300*	WRKY	3.45	AT3G56400, ATWRKY70

Since GO-term analysis indicated a preponderance of defense processes, many of which are associated with PTI, we searched our dataset for key components of this pathway. 

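MPK3 (Glyma.U021800), a MAP kinase gene that relays signals from pattern recognition receptors, rose in S plants by a log2 difference of 2.37 (SE 0.33, adjusted p = 0.0024), from 9.29 ± 0.37 to 11.66 ± 0.48 (SD, n = 3 arrays each). The AtWRKY33 ortholog Glyma.01G128100, a transcription factor downstream of MAP kinases, rose by 2.69 (SE 0.40, adjusted p = 0.0035), and the AtPTi1-4 ortholog Glyma.10G009100, a protein kinase gene, by 2.63 (SE 0.35, adjusted p = 0.0022). Their log2 differences in R plants were 0.43, 0.22 and 0.09, and none passed. Of 9 probe sets for receptor-like kinases and resistance proteins that Table S1 lists, all 9 rose and 8 were called, with log2 differences from 1.86 to 3.16. The largest was in the receptor-like protein kinase Glyma.15g015100, and the KR1-like resistance protein probe set rose by 2.09 (adjusted p = 0.0019). HS1pro1 (Glyma.14g061200), named for nematode resistance, rose by 2.91 (adjusted p = 0.014) without being called. These genes come from the study's own table and are not independent evidence. In a list of 14 PTI and immune signaling genes made from gene symbols, 2 rose and none fell (3 higher when adjusted over the list alone; camera adjusted p = 0.0034, but adjusted p = 0.13 with an estimated correlation). They are NDR1b, a gene needed for signaling by resistance proteins, at 2.36 (SE 0.35, adjusted p = 0.0036), and the MAP kinase gene MPK4B at 0.69 (SE 0.17, adjusted p = 0.044).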

Among DE genes in the susceptible response we identified increased expression for key regulators of PTI (Bigeard et al., 2015), including *MPK3* (*Glyma.U021800*), orthologs of *AtWRKY33* (*Glyma.01G128100*) and *AtPTi1–4* (*Glyma.10G009100*), and several receptor-like kinases and resistance proteins. 

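The NHL10 ortholog Glyma.03G201300 rose in S plants by a log2 difference of 5.62 (SE 0.92, adjusted p = 0.0062), from 6.16 ± 1.78 to 11.79 ± 0.41 (SD, n = 3 arrays each). Its neighbors rose as well, Glyma.03G201000 by 3.58 (SE 0.48, adjusted p = 0.0022), Glyma.03G201100 by 3.43 (SE 0.45, adjusted p = 0.0020) and Glyma.03G201500, from control level, by 2.17 (SE 0.31, adjusted p = 0.0029). All 4 were called. In R plants the 4 log2 differences were positive, from 0.63 to 2.83, and none passed the adjusted test.

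**Figure D1:**
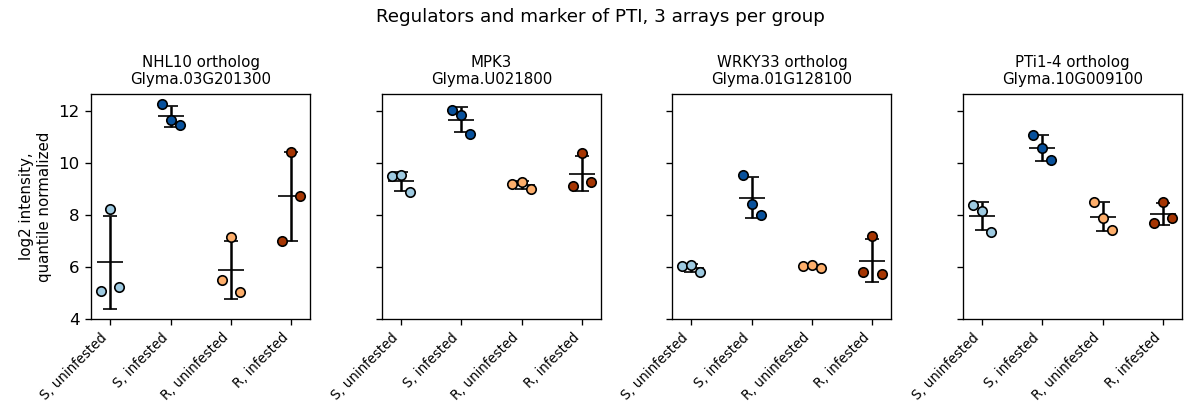
Quantile normalized log2 intensity of an NHL10 ortholog, MPK3 and the orthologs of WRKY33 and PTi1-4 on each array, by cultivar and aphid treatment. Points are arrays, horizontal marks are group means and bars are SD (n = 3). For each gene the 3 arrays of infested S plants lie above the 3 of uninfested S plants.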

Four orthologs (*Glyma.03G201000, Glyma.03G201100, Glyma.03G201300*, and *Glyma.03G201500*) of *NHL10*, a common marker of the PTI pathway (Boudsocq et al., 2010), were also strongly induced in response to aphids. Finally, many components of the immune secretory pathway were also induced in response to aphid feeding. This is one of the last steps in PTI, and is responsible for callose deposition and potentially responsible for the release of phytoalexins and cell wall modifying activities (Yun et al., 2016; Klink et al., 2017). 

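Transcripts for proteins that fuse secretory vesicles with the plasma membrane rose together in S plants. The PEN1 syntaxin ortholog Glyma.02g195400 rose by a log2 difference of 2.70 (SE 0.39, adjusted p = 0.0031), from 9.31 ± 0.70 to 12.02 ± 0.33 (SD, n = 3 arrays each). The SNAP25-type genes, which pair with syntaxins, rose by 2.06 (Glyma.05g023100), 1.97 (Glyma.17g076600) and 1.88 (Glyma.04g164400), with adjusted p of 0.0024, 0.0019 and 0.00055. Glyma.01g024300, for the exocyst subunit Exo70, rose by 1.59 (SE 0.26, adjusted p = 0.0059), and a further Exo70 probe set by 2.52 (adjusted p = 0.0019). Another syntaxin gene, Glyma.02g195300, rose by 2.99 (SE 0.57, adjusted p = 0.014) without being called. So all 7 of these probe sets from the study's table passed and 6 were called, a choice made on these arrays that is not independent evidence.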

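Cell wall genes went in both directions in infested S plants. The xyloglucan endotransglucosylase/hydrolase gene Glyma.13g095100, whose enzyme class cuts and rejoins xyloglucan, rose by a log2 difference of 2.72 (SE 0.27, adjusted p = 0.00055). The cellulose synthase-like gene Glyma.01g014000 rose by 2.94 and 2.52 on its probe sets (adjusted p = 0.00055 and 0.00093), and the expansin-like Glyma.11g096700, of a class that loosens walls, by 2.83 (SE 0.47, adjusted p = 0.0073). Glyma.06g025100, a glycosyl hydrolase family 9 gene, fell by 2.04 (SE 0.30, adjusted p = 0.0033), and the cellulose synthase-like Glyma.06g324300 by 2.57 (SE 0.59, adjusted p = 0.035). Among amino acid genes, the asparagine synthetase gene ASN rose by 3.89 (SE 0.79, adjusted p = 0.019) and the permease Glyma.06g088300 fell by 1.42 (SE 0.34, adjusted p = 0.041). The aminotransferase Glyma.05g182600 and the oligopeptide transporter Glyma.01g041400 had log2 differences of -1.30 and -1.39 and did not pass (adjusted p = 0.066 and 0.072). The study chose these genes on the same arrays. In lists made from gene symbols, 0 of 12 cell wall genes passed limma's test, with 1 higher and 1 lower at an unadjusted p under 0.05 (0 adjusted over the list alone; camera adjusted p = 0.92). Likewise 0 of 15 amino acid genes passed, with 2 lower at an unadjusted p under 0.05 (0 adjusted over the list alone; camera adjusted p = 0.88).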

Genes related to cell wall modification and amino acid metabolism and transport, processes commonly associated with the response to aphid feeding were also identified in the susceptible response set.

Quantitative RT-PCR of selected genes was used to confirm the microarray results. Figure 3 shows the results for *isoflavonoid glycosyltransferase* and *endo-1,4-β-glucanase* (repressed in response to aphid colonization), and *asparagine synthetase 1*, *WRKY41*, and *NHL10* (induced in response to aphid colonization), which correlate well with the results observed in our microarray analysis.

**FIGURE 3:**
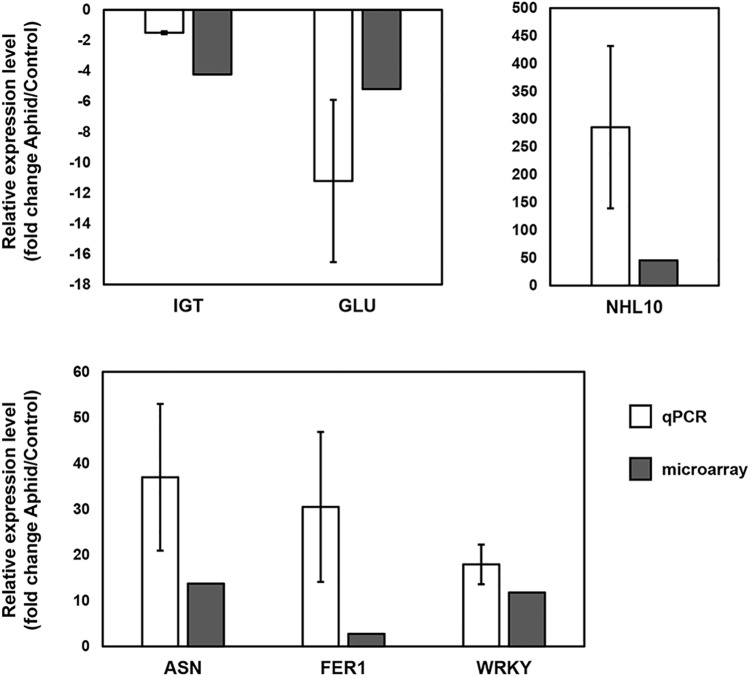
Confirmation of microarray results for selected transcripts. Quantitative real-time reverse-transcribed PCR (qPCR) was used to confirm the microarray results for changes seen in the susceptible response and genetic differences. Isoflavonoid glycosyltransferase (IGT, *Glyma.15g221300*) and endo-1,4-β-glucanase (GLU, *Glyma.08g022300*) were downregulated and asparagine synthetase 1 (ASN, *Glyma18g06840*), NHL10 (*Glyma.03g201300*) and a WRKY transcription factor (*Glyma.05G215900*) were upregulated in the susceptible response. Ferritin-1 (FER1, *Glyma.18G205800*) was expressed at higher levels in uninfested resistant plants than in uninfested susceptible plants. Fold change is indicated for each transcript as determined by qPCR and microarray analysis. All gene expression differences between infested and uninfested or between S and R plants were statistically significant (*p* < 0.05 for qPCR, *p* ≤ 0.0001 and *q* ≤ 0.04 for microarray). Error bars represent standard error of the mean (*n* = 3).

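On the arrays, GLU (Glyma.08g022300), an endoglucanase that hydrolyzes glucan chains of the cell wall, fell in S plants by a log2 difference of 2.19 (SE 0.30, adjusted p = 0.0024), from 8.90 ± 0.46 to 6.71 ± 0.45 (SD, n = 3 arrays each). ASN, which makes the nitrogen transport amino acid asparagine, rose by 3.89 (SE 0.79, adjusted p = 0.019) and WRKY41 (Glyma.05G215900) by 3.39 (SE 0.52, adjusted p = 0.0044). IGT (Glyma.15g221300), which attaches sugar to isoflavones, fell by 1.93 (SE 0.44, adjusted p = 0.033). GLU and the WRKY41 probe set were called, and ASN and IGT were not. The FER1 probe sets had log2 differences of 2.11 (SE 0.53) and 1.44 (SE 0.39) between uninfested R and S plants and did not pass (adjusted p = 0.68 and 0.88). Over the processing alternatives and with single arrays left out, the adjusted p of IGT ran from 0.00725 to 0.16, and that of ASN from 0.00439 to 0.115.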

One of the overrepresented gene sets in the GO term analysis is quercetin 3-*O*-glucosyltransferase activity, suggesting that flavonoids may participate in the response to aphids. A more detailed analysis of the phenylpropanoid pathway looking at individual DE genes indicated that this pathway was strongly affected by aphid infestation. 

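The 5 phenylpropanoid transcripts of Table 2 that were higher in infested S plants were each called. The gene similar to 4-coumarate-CoA ligase, an enzyme that activates cinnamic acids at the start of the pathway, rose most, by a log2 difference of 3.96 (SE 0.58, adjusted p = 0.0032). CHS1 (Glyma.08g109500), which encodes chalcone synthase, the entry enzyme of flavonoid synthesis, rose by 2.60 (SE 0.43, adjusted p = 0.0062). Of the 10 that were lower, 8 passed an adjusted p of 0.05 and 2 were called. The called genes are F3H (Glyma.02g048400), which leads to flavonols and anthocyanins and fell by 1.80 (SE 0.23, adjusted p = 0.0019), and the isoflavonoid glycosyltransferase Glyma.15g054300, which fell by 1.56 (SE 0.27, adjusted p = 0.0084). The dihydroflavonol reductase Glyma.18g057900 fell by 2.22 (SE 0.41, adjusted p = 0.012) without being called. In R plants none of the 15 passed limma's test, with 1 higher and none lower at an unadjusted p under 0.05. The study chose these genes on the same arrays, so they are not independent evidence. On the values as deposited 10 were called, against 7 in the reported setting, 3 with only the arrays compared, 1 without moderation, 3 without uninfested S replicate 2, 2 without uninfested S replicate 3 and 4 without infested S replicate 1, infested S replicate 3 or uninfested R replicate 3.

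**Figure D2:**
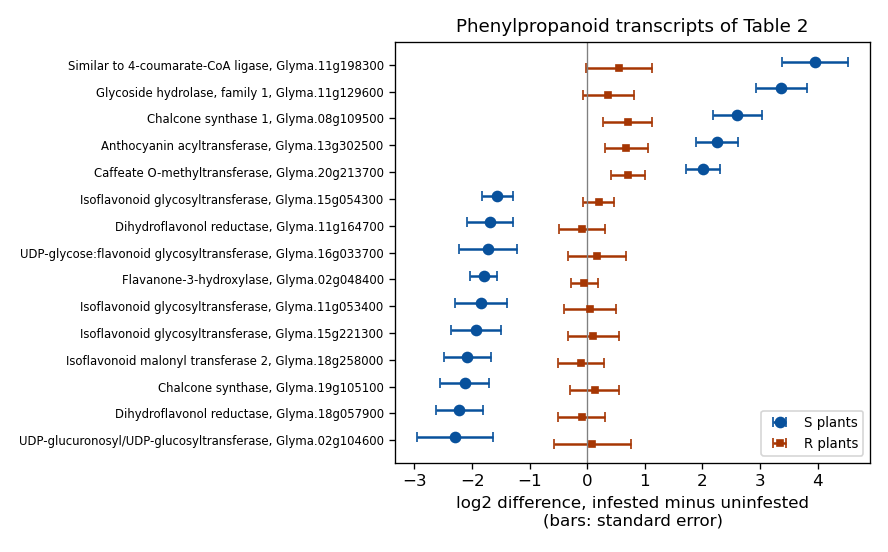
Log2 difference between infested and uninfested plants for each transcript of Table 2. Circles are S plants, squares are R plants and bars are SE from limma (3 arrays per group). In S plants the values run from -2.29 to 3.96 and in R plants from -0.11 to 0.71.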

We detected 15 DE genes, five upregulated and 10 downregulated (Table 2). To analyze the aphid-induced changes on the phenylpropanoid pathway in more detail, we performed a systematic analysis of phenylpropanoid metabolism using relaxed statistical significance and fold change criteria (absolute fold change ≥ 2, *p* ≤ 0.05). The pathway diagram in Figure 4 illustrates these results on a simplified sub-network of phenylpropanoid reactions. Out of 180 genes analyzed, 57 (31.7%) met the relaxed criteria and these genes represent transcripts encoding most of the enzymes shown in the simplified pathway. 

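In lists made from the array's gene symbols, the flavonol and anthocyanin branch fell in infested S plants, while no isoflavonoid gene passed on its own. Of 8 flavonol and anthocyanin genes 3 fell and none rose (3 lower when adjusted over the list alone; camera adjusted p = 0.030, but adjusted p = 0.31 with an estimated correlation). Beside F3H they are FLS1, the flavonol synthase gene, at -1.12 (SE 0.23, adjusted p = 0.020), and UGT78K1, which glucosylates anthocyanidins, at -1.09 (SE 0.26, adjusted p = 0.037). Of 22 isoflavonoid genes limma called none changed at an adjusted p under 0.05 and none when adjusted over the list alone. At an unadjusted p under 0.05, 4 were higher and none lower, 14 were positive and the median was 0.26 (camera adjusted p = 0.043, but adjusted p = 0.64 with an estimated correlation). The chalcone reductase gene CHR3 lay at control level in both uninfested and infested S plants. For such a gene the lack of a measured change says little. CHS8, a chalcone synthase gene, had a log2 difference of 1.11 (adjusted p = 0.25), and IFR, an isoflavone reductase gene, 1.70 (adjusted p = 0.18). Chalcone synthase is the entry enzyme of flavonoid synthesis, so this list does not stand for the isoflavonoid branch alone. None of 7 genes at the start of the phenylpropanoid pathway passed, with 1 higher and 1 lower at an unadjusted p under 0.05 (1 lower when adjusted over the list alone; camera adjusted p = 0.61). At the relaxed criteria 7 of these 37 genes passed, 4 of them higher, all in the isoflavonoid list, and 3 lower, all in the flavonol list. Without uninfested S replicate 3 or infested S replicate 1 the count was 3, and without uninfested S replicate 2 or infested S replicate 3 it was 4. The flavonol list did not pass without uninfested S replicate 3 or infested S replicate 2, nor above the median level. The isoflavonoid list did not pass without uninfested S replicate 3, infested S replicates 1 or 3 or infested R replicate 2, nor with fry or with normexp at an offset of 0. The symbols name no set of lignin genes.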

The flavonol and lignin branches of the pathway appear to be suppressed or unchanged, while transcripts corresponding to the defense-related isoflavonoid branch are mostly induced. Isoflavonoid glycosyltransferase, which converts the bioactive isoflavone aglycone into its glycoside conjugate, is strongly downregulated. Three of the six soybean genes that are annotated as flavonoid glycosyltransferases are significantly downregulated using strict criteria and five of the six genes are downregulated according to the relaxed criteria.

**Table 2:** Differentially expressed genes related to the phenylpropanoid pathway in the susceptible response.

Probe ID	Gene ID	Annotation	Microarray results		
			Fold change	*p*-Value	*q*-Value
Gma.7423.2.S1_a_at	*Glyma.11g198300*	Similar to 4-coumarate-CoA ligase	+14.16	1.09E-05	2.99E-03
GmaAffx.87547.2.S1_at	*Glyma.11g129600*	Glycoside hydrolase, family 1	+9.68	6.61E-07	7.16E-04
Gma.17605.3.S1_at	*Glyma.08g109500*	Chalcone synthase 1	+5.73	2.03E-05	3.91E-03
GmaAffx.36482.1.S1_at	*Glyma.13g302500*	Anthocyanin acyltransferase	+4.42	4.11E-05	5.54E-03
Gma.3260.1.S1_at	*Glyma.20g213700*	Caffeate *O*-methyltransferase	+3.74	4.66E-05	5.94E-03
GmaAffx.5737.1.S1_at	*Glyma.15g054300*	Isoflavonoid glycosyltransferase	–3.31	1.53E-05	3.47E-03
Gma.1527.2.S1_at	*Glyma.11g164700*	Dihydroflavonol reductase	–3.55	9.63E-05	9.22E-03
GmaAffx.49284.1.A1_s_at	*Glyma.16g033700*	UDP-glycose:flavonoid glycosyltransferase	–3.78	8.09E-05	8.31E-03
GmaAffx.70258.1.S1_s_at	*Glyma.02g048400*	Flavanone-3-hydroxylase	–3.94	1.47E-05	3.47E-03
GmaAffx.25369.1.S1_s_at	*Glyma.11g053400*	Isoflavonoid glycosyltransferase	–4.00	1.65E-05	3.53E-03
Gma.11753.1.S1_at	*Glyma.15g221300*	Isoflavonoid glycosyltransferase	–4.23	1.40E-05	3.38E-03
Gma.5757.1.S1_at	*Glyma.18g258000*	Isoflavonoid malonyl transferase 2	–4.61	2.92E-05	4.69E-03
Gma.9072.1.S1_at	*Glyma.19g105100*	Chalcone synthase	–4.97	4.29E-05	5.68E-03
Gma.1527.1.S1_x_at	*Glyma.18g057900*	Dihydroflavonol reductase	–5.22	4.14E-06	1.77E-03
Gma.15687.1.A1_at	*Glyma.02g104600*	UDP-glucuronosyl/UDP-glucosyltransferase	–5.66	8.81E-05	8.77E-03

**FIGURE 4:**
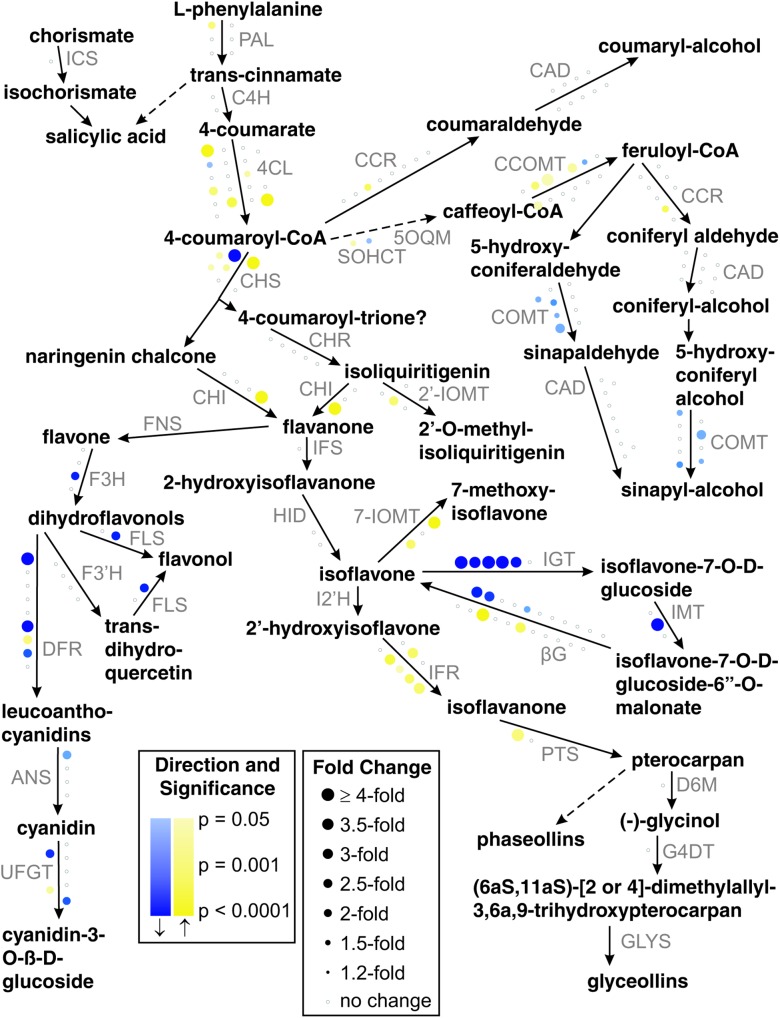
Changes in transcripts related to phenylpropanoid metabolism in response to aphid feeding in susceptible plants. A subset of the phenylpropanoid pathway is shown, with enzyme abbreviations in gray font. Each circle represents a soybean gene and its microarray result is depicted by its color hue, color saturation, and size. Genes whose results meet relaxed DE criteria (| fold| ≥ 2, *p* ≤ 0.05) are shown in blue (suppressed) or yellow (induced). If a gene’s results fail to meet the relaxed criteria then they are represented by a small white circle with a gray outline. Color intensity indicates statistical confidence and circle size indicates fold change.

#### Resistant Response

Expression of none of the 37,653 probe sets changed in response to long-term aphid infestation in the R plants, using our strict criteria. This is similar to results in our previous transcriptional profiling in resistant plants after 1 and 7 days of aphid infestation (Studham and MacIntosh, 2013). 

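No probe set had an adjusted p under 0.05 from limma in infested R plants. At an unadjusted p under 0.05, 449 were higher and 327 lower (132 and 109 on the values as deposited), where chance gives 1880 on average. Between uninfested cultivars the count was also under that, 1092, although probe sets were called there. The smallest p was for Glyma.04g194800, matching a calcium-binding EF-hand protein, with a log2 difference of 1.71 in R plants (SE 0.24) and 2.54 in S plants (SE 0.24). Next came a probe set without a gene, and the beta-amylase gene Glyma.13g215000, of a class that breaks down starch, with 0.85 in R plants and 1.47 in S plants. The probe sets called in S plants mostly had the same sign in R plants at a smaller size. Of the 389, 371 (95.4%) had the same sign, 98 of them at an unadjusted p under 0.05. In R plants the median log2 difference was 0.48 for the rises of S plants and -0.23 for the falls, and the slope of the R values on the S values across probe sets was 0.222. The probe sets were chosen on S arrays alone, although limma's spread is estimated over all 12 arrays. For these probe sets in R plants the signed set test fry of limma gave p = 0.0503, and an exact permutation over the 10 splits of the R arrays, added after that value was seen, gave p = 0.1, the smallest it can give, so the shared direction was not called. With the replicate number as a block fry gave p = 0.0406, which 3 against 3 arrays cannot reach in an exact permutation. Without infested R replicate 2 the share was 74.6%, fry gave p = 0.331 and the exact permutation p = 0.3. From the lack of a response in R plants and the transcripts that differ between uninfested cultivars, the paper proposes in its discussion that resistance is constitutive. It also cites earlier proposals for Rag1 and Rag5, and amino acid profiles of these lines in the field.

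**Figure D3:**
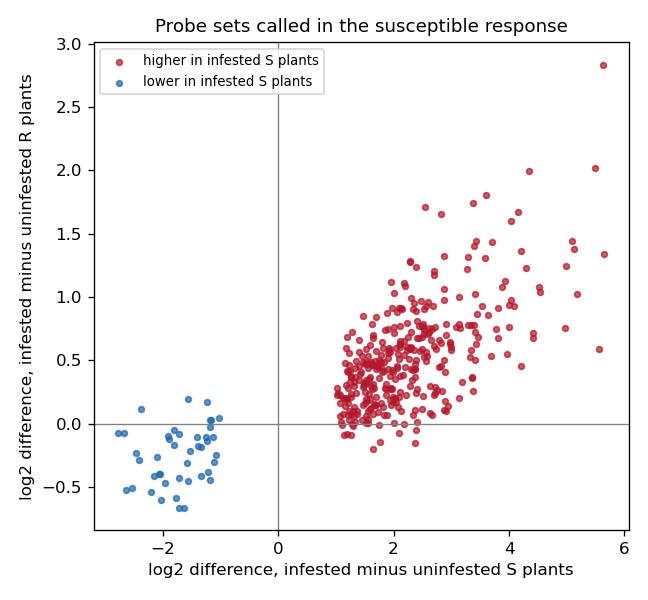
Log2 difference between infested and uninfested plants in S (horizontal axis) and R (vertical axis) for the 389 probe sets called in the susceptible response. Each point is a probe set, colored by its direction in S plants. Points lie mostly above 0 in R plants for rises and below 0 for falls, at smaller sizes than in S plants.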

Despite the lack of individual DE genes, gene set analysis using the GSA method indicated that there were DE gene sets (Supplementary Table 3). 

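WRKY genes, as a group, were slightly higher in infested R plants. Of 53 WRKY genes 41 had a positive log2 difference, with a median of 0.13, but limma called none at an adjusted p under 0.05, and 2 were higher at an unadjusted p under 0.05 (0 adjusted over the list alone). The camera adjusted p was 0.0019, but adjusted p = 0.68 with an estimated correlation, and the list did not pass without infested R replicate 2. The WRKY60 gene had the value 0.70 (unadjusted p = 0.025 from limma). Genes of jasmonic acid synthesis (17 genes, median -0.10, camera adjusted p = 0.98) and jasmonate response (4 genes, median -0.39, camera adjusted p = 0.50) did not pass as lists. Of the former, 1 was higher and none lower at an unadjusted p under 0.05, and of the latter none. The 14 genes for pathogenesis-related and other defense proteins had 13 positive values and a median of 0.19 (camera adjusted p = 0.12, and 0.020 with the replicate number as a block), but none had an unadjusted p under 0.05, and without the block the list had adjusted p = 0.68 with an estimated correlation and 0.91 with fry. The list also passed camera on the values as deposited, with normexp at an offset of 0, and without uninfested S replicate 1 or infested R replicate 3. The gene symbols name no list of ethylene genes.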

Several of the gene sets induced by aphids were related to defense, including genes associated with JA and ET-dependent systemic resistance.

#### Genetic Differences

Although the resistant and susceptible cultivars used in this study are closely related (Chiozza et al., 2010), the uninfested R and S plants still have transcriptional differences (see Supplementary Table 1). 

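Probe sets called between uninfested R and S plants include regulatory and transport genes. MYB139, a gene of the MYB transcription factor family, was higher in R plants by a log2 difference of 1.87 (SE 0.23, adjusted p = 0.0075). The adjusted p of this probe set ran from 0.00172 to 0.146 over the processing alternatives and single arrays left out, and 2 other MYB139 probe sets had 0.51 and 0.65 and did not pass. Glyma.07g073700, matching the potassium efflux antiporter KEA1, was higher by 1.82 (adjusted p = 0.019). The serine/threonine protein kinase Glyma.13g166100 was lower in R plants, at -2.01 (SE 0.16, adjusted p = 0.00031), as was the DnaJ domain gene Glyma.13g200800, at -2.77 (adjusted p = 5.6e-05). Of the 12 probe sets in the study's table, all 12 had the same sign and 11 were called (12 on the values as deposited). The study chose these on the same arrays, and 17 of the 28 calls are not in that table. Sequence variants between the cultivars under the probes stay open, so a called probe set need not mean a different transcript level.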

Twelve probes, corresponding to 10 annotated genes, were DE in control plants. 

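The Ribonuclease H probe set, assigned to LOC100526921, was bright in S plants and at the level of the control probe sets in R plants. Its log2 intensity was 12.48 ± 0.15 in uninfested S plants and 5.31 ± 0.08 in uninfested R plants (SD, n = 3 arrays each), with a control median of 5.41 in the latter. The measured log2 difference was -7.18 (SE 0.13, adjusted p = 3.5e-11 from limma), and in infested plants -7.62 (adjusted p = 1.7e-11), but with R plants at control level neither gives the exact size.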

A Ribonuclease H transcript was present at high levels in S plants but it was nearly undetectable in R plants. 

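Transcripts lower in R plants included those of a resistance protein and an amino acid enzyme. A probe set for candidate resistance protein KR1 (Glyma.13g194900), of a class that recognizes pathogens inside the cell, had a log2 difference of -2.30 (SE 0.24, adjusted p = 0.0026) between uninfested R and S plants. For Glyma.08g076400, which matches amino acid decarboxylases, it was -2.21 (SE 0.23, adjusted p = 0.0018). Both were at control level in R plants. The KR1 difference was as small as -1.10 and its adjusted p ran from 0.000443 to 0.149 over the processing alternatives and single arrays left out. The isoflavone O-methyltransferase Glyma.13g173600, an enzyme of isoflavonoid phytoalexin synthesis, went from 10.18 ± 1.15 in S plants to 7.00 ± 0.85 in R plants (SD, n = 3 arrays each). Its difference of -3.19 (SE 0.60) did not pass (adjusted p = 0.18), and the adjusted p ran from 0.0287, with the replicate number as a block, to 0.844 over the processing alternatives and single arrays left out. It passed with the block, on the values as deposited, where it was called, and without uninfested S replicate 3.

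**Figure D4:**
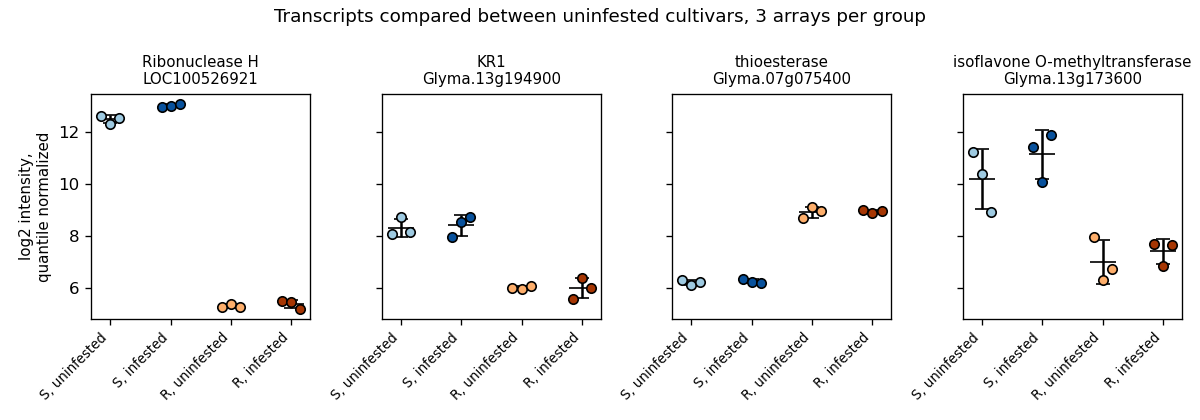
Quantile normalized log2 intensity of 4 transcripts on each array, by cultivar and aphid treatment. Points are arrays, horizontal marks are group means and bars are SD (n = 3). Ribonuclease H, KR1 and the isoflavone O-methyltransferase lie higher in S plants and the thioesterase lies higher in R plants. The KR1 probe set drawn is the one not at control level in R plants.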

S plants also had higher levels of transcripts corresponding to an isoflavone 4-*O*-methyltransferase, an amino acid decarboxylase and candidate resistance protein KR1. 

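Lipid enzymes were among the transcripts higher in uninfested R plants. The thioesterase gene Glyma.07g075400 had log2 intensities of 8.91 ± 0.21 in R and 6.21 ± 0.11 in S plants (SD, n = 3 arrays each), a difference of 2.70 (SE 0.14, adjusted p = 3.3e-06). The acyl-CoA thioesterase gene Glyma.03g009800, whose product splits fatty acids from coenzyme A, was higher by 1.77 (SE 0.22, adjusted p = 0.0088). The phospholipase D probe set of Glyma.02g093500 was higher by 1.66 (SE 0.16, adjusted p = 0.0013). Further differences were found for Glyma.17g230300, matching a hypothetical protein, at 2.48 (adjusted p = 0.00078), and LOC100812666, at 2.80 (adjusted p = 0.0049), whose annotation gives no function.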

Two thioesterases and a phospholipase D gene were found at higher levels in R plants than S plants. The GO-term analysis using GSA (Supplementary Table 3) indicated that cell wall metabolism transcripts are more abundant in S plants, as was the general “defense response” set. 

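Genes for pathogenesis-related and other defense proteins mostly had lower values in uninfested R plants. Of 14 genes, 12 had lower values in R plants, with a median of -0.58, but limma called none at an adjusted p under 0.05 (1 lower when adjusted over the list alone, and 2 lower at an unadjusted p under 0.05). The camera adjusted p was 0.0042, but adjusted p = 0.39 with an estimated correlation. PR1-7, a pathogenesis-related protein 1 gene, had a log2 difference of -2.01, and OLPa, an osmotin-like protein gene, -1.50, neither of which passed. The start of the phenylpropanoid pathway (7 genes, median -0.41, camera adjusted p = 0.0042) and the flavonol and anthocyanin branch (8 genes, median -0.17, camera adjusted p = 0.019) were lower too, but adjusted p = 0.41 and 0.39 with an estimated correlation. With fry none of these lists passed. No cell wall gene of 12 passed limma's test or had an unadjusted p under 0.05, and the list median was 0.03 (camera adjusted p = 0.44). Without uninfested S replicate 1 neither the defense protein list nor the phenylpropanoid list passed, without uninfested R replicate 3 the phenylpropanoid list did not, and without uninfested S replicate 3 or uninfested R replicate 1, or above the median level, the flavonol list did not.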

Even though these plants never had aphids or any observable disease, defense-related gene sets and individual genes are DE in this comparison.

Previous transcriptome analyses had identified ferritins as potential components of soybean resistance and tolerance to aphids (Li et al., 2007; Prochaska et al., 2015). Our statistical model indicated that one of the effects of the resistant genotype was an increase in all ferritin transcripts except for *ferritin-3* (see Supplementary Table 4 for detailed ferritin results). 

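Ferritins store iron in plastids. All 9 probe sets for ferritins other than ferritin-3 were higher in uninfested R plants than in uninfested S plants, with log2 differences from 1.14 to 2.52 and a median of 1.70. For the ferritin-2 gene Glyma.01g124500 the differences were 2.52 (SE 0.68) and 1.70 (SE 0.47), and for the ferritin-4 gene Glyma.14g056800, 1.14 (SE 0.36). At an unadjusted p under 0.05 limma called all 9 in uninfested plants, but at an adjusted p under 0.05 it called 0. In the mean over uninfested and infested plants, the effect of genotype, all 9 passed, with a median of 1.65. The ferritin-4 probe set had a genotype effect of 1.49 (SE 0.25, adjusted p = 0.0148), and Glyma.07g155200, a further ferritin, 2.32 (SE 0.40, adjusted p = 0.0162). The 4 ferritin-3 probe sets had differences from -0.17 to 0.40 and none passed. As a list of 4 genes made from gene symbols, ferritins were higher in uninfested R plants (3 higher when adjusted over the list alone; camera adjusted p = 9.7e-05, but adjusted p = 0.25 with an estimated correlation). The 13 probe sets are those of the study's table, ferritin-3 included, and the paper cites earlier transcriptome studies that pointed to ferritins. It reported them from these same arrays, so the values are not independent evidence for its result.

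**Figure D5:**
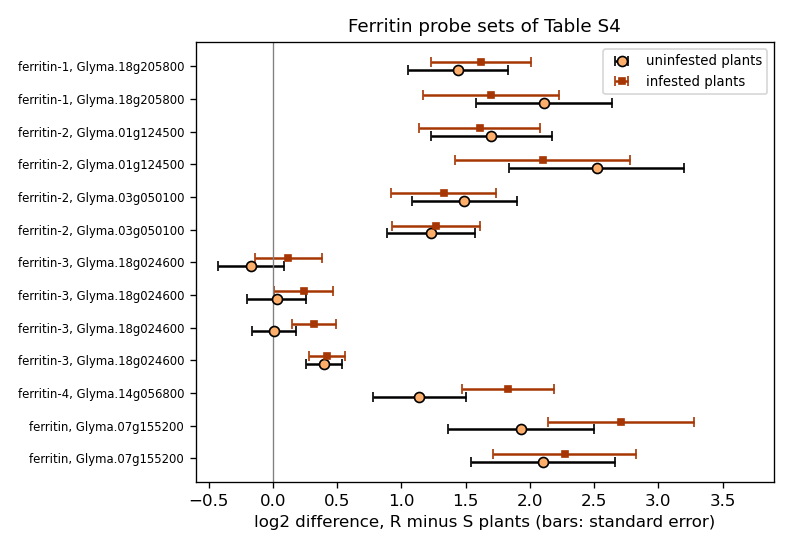
Log2 difference between R and S plants for each of the 13 ferritin probe sets. Circles are uninfested plants, squares are infested plants and bars are SE from limma (3 arrays per group). The ferritin-3 probe sets lie between -0.17 and 0.42 and all others between 1.14 and 2.71.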

Our statistical model reveals that not only are ferritins 1, 2, and 4 expressed at approximately twofold higher levels in R plants in the current experiment, but also in a previous experiment in which we analyzed plants at earlier stages (Studham and MacIntosh, 2013). These genes were among those most consistently upregulated by the genetic effect in the statistical model. The hypothesis testing resulted in modest fold change increases and low *p*-values, but the *q*-values were too high for these transcripts to meet our strict differential expression criteria. The differential expression of one of the genes, *ferritin-1* (*Glyma.18g205800*), was confirmed by qPCR (Figure 3). These results suggest that iron homeostasis may be important in resistance against aphids in soybean.

### Isoflavones May Be Part of the Defense Mechanisms Against Soybean Aphids

#### Isoflavones Accumulate in Response to Long-Term Aphid Colonization

Our transcriptome analysis identified many DE genes corresponding to the phenylpropanoid pathway in the susceptible response. Moreover, a detailed analysis of this pathway suggested that the isoflavonoid branch is upregulated while the lignin and flavonoid branches are unchanged or suppressed. To determine whether the changes in gene expression truly reflect changes in metabolite levels, flavonoids and isoflavonoids were extracted from control and aphid-infested leaves and then quantified by comparison to authentic standards using HPLC-PAD (Figure 5). Amounts of total UV-absorbing metabolites increased twofold after aphid feeding (Figure 5F). Only the aphid-treated samples accumulated measurable amounts of the isoflavonoid aglycones daidzein and formononetin (Figure 5A,B). However, their levels were low compared to other compounds that were found to be increased in the aphid-treated samples. To determine the identity of the other compounds, acid hydrolysis was performed. The major increases in aphid-treated samples were (iso)flavonoid-derived conjugates (Figure 5C,D). Quantification of individual peaks from the hydrolyzed samples showed significant increases in the isoflavones daidzein, genistein, and formononetin, and to a minor extent glyceollin III (Figure 5E). We also observed a significant increase for a non-identified metabolite (Unknown 1) that reached high levels in aphid-infested plants, as well as three minor peaks (Aphid 1–3) that were only found in aphid-treated samples. On the other hand, levels of the flavonol kaempferol were not affected by aphid colonization, confirming that while the isoflavonoid branch was induced, aphids had no effect on the flavonoid branch.

**FIGURE 5:**
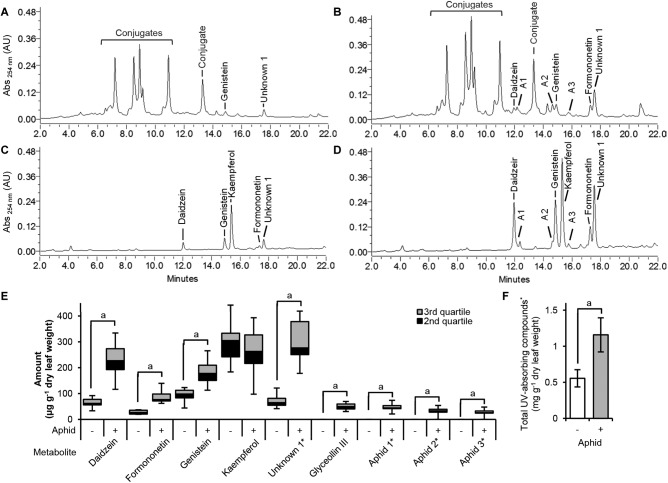
Metabolite changes in the susceptible response. HPLC-PAD chromatograms of non-hydrolyzed ethanolic extracts **(A,B)** and acid-hydrolyzed extracts **(C,D)** of untreated **(A,C)** and aphid-treated **(B,D)** susceptible soybean leaves. Measurable amounts of the isoflavonoid aglycones daidzein and formononetin were found only the aphid-treated extracts **(B)**, not in the untreated samples **(A)**. Hydrolyzable UV-absorbing compounds (Conjugates) were also increased in aphid-treated leaves **(A,B)**. Acid hydrolysis of extracts demonstrated that the major increases were derived from the isoflavonoids daidzein, genistein, and formononetin, in addition to an unknown compound (Unknown 1; λmax 237.9 nm, shoulder 285.2 nm), whereas kaempferol-derived compounds were unchanged **(E)**. ^∗^Unknown compounds were quantified based on daidzein equivalents. Aphid1–3 represents unknown compounds detected only from aphid-treated samples. Amounts of total UV-absorbing metabolites increased twofold in the aphid-treated extracts **(F)**. Error bars represent standard error of the mean (*n* = 7–9). A lower case **a** indicates significant differences (*p* < 0.05; two-tailed Student’s *t*-test).

#### Isoflavones Are Part of a Non-phloem Defense Mechanism Against Soybean Aphids

Transcriptome changes and accumulation of several isoflavones in response to aphid feeding suggested that these metabolites could have an effect on aphid feeding or colonization ability and thus be part of an effective defense mechanism. Although an *in vitro* feeding protocol has previously been reported for soybean aphids (Wille and Hartman, 2008), in our hands very high mortality (even in control samples) precluded us from testing any isoflavonoid toxicity effect directly. However, we were able to develop a choice assay to test whether the presence of isoflavonoids affected aphid feeding preferences. For this analysis, soybean leaves were detached from the plant and their petioles placed in tubes with either a control solution containing DMSO used as solvent, or a solution containing 5 μg ml^-1^ of daidzein, formononetin, or genistein. After 8 h, leaves were arranged in pairs, including a control and an isoflavone-treated leaf, connected by a filter paper where 10 aphids were deposited. Aphids were able to move freely between the two leaves, and the location of aphids was recorded 16 h after aphids were released. In this choice test daidzein had a significant deterrent effect on soybean aphids, while formononetin and genistein had no effect at the concentration tested (Figure 6A). It is important to note that the DMSO used to prepare the stock isoflavonoid solutions also has a negative effect on aphid preference (Figure 6B). Thus, the strength of the deterrent effect observed for daidzein could be partially masked by the solvent.

**FIGURE 6:**
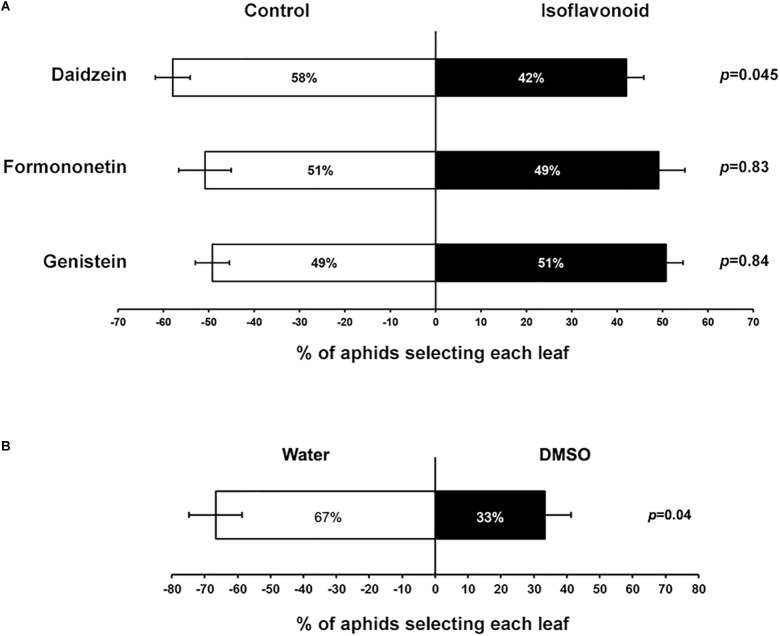
Aphids choose between control and daidzein-treated plants. **(A)** Petioles of individual leaves of susceptible plants were placed on tubes containing either DMSO (control) or different isoflavone solutions (5 μg ml^-1^). One control and one isoflavone-treated leaf were then paired and connected with a piece of filter paper between leaves. Ten adult aphids were placed on the filter paper and allowed to move freely between the two trifoliates. The number of aphids feeding on each leaf was recorded after 16 h. **(B)** Choice experiment as in **(A)**, using water vs. DMSO (0.6–1.2% v/v). Statistically significant differences were determined by paired Student’s *t*-test. Error bars represent standard error of the mean (*n* = 38–49).

Defense mechanisms against aphids can be phloem-based or can be effected by metabolites that modify aphid feeding behavior before the insects reach the sieve elements (Walling and Thompson, 2012). To determine where isoflavonoids carry out their defensive role against soybean aphid, we took advantage of a mass spectrometry (MS) imaging technique recently optimized for this system (Klein et al., 2015). This technique allowed us to create 2D maps of metabolite distributions on leaf, by directly analyzing leaf compounds from imprints made by pressing soybean leaves on a porous Teflon surface. We observed a significant accumulation of different isoflavones, including formononetin, daidzein, and glyceollin in leaves colonized by aphid, while almost no signal for these compounds was detected in control plants (Figure 7). Quantification of the relative MS signal for each compound confirmed that isoflavones significantly accumulate in aphid-fed leaves (Figure 8). In addition, we were able to determine that this accumulation does not occur in the leaf vasculature. The vasculature is clearly discernible in the optical image for the imprinting of an aphid-infested leaf in Figure 7 (lower left panel), and it is also clear in the panels corresponding to individual isoflavones that the MS signals are not located in the vascular tissue. Rather, they likely accumulate in parenchyma or epidermal cells, with higher accumulation closer to the vascular tissue. This distribution is unlikely to be the result of an artifact due to imprinting. As we have previously demonstrated, the imprinting process does not induce broadening any more than 20–30 μm or less, and metabolites localized in the vasculature can be easily visualized (see for example salicylic acid localization in Figure 4 of Klein et al., 2015).

**FIGURE 7:**
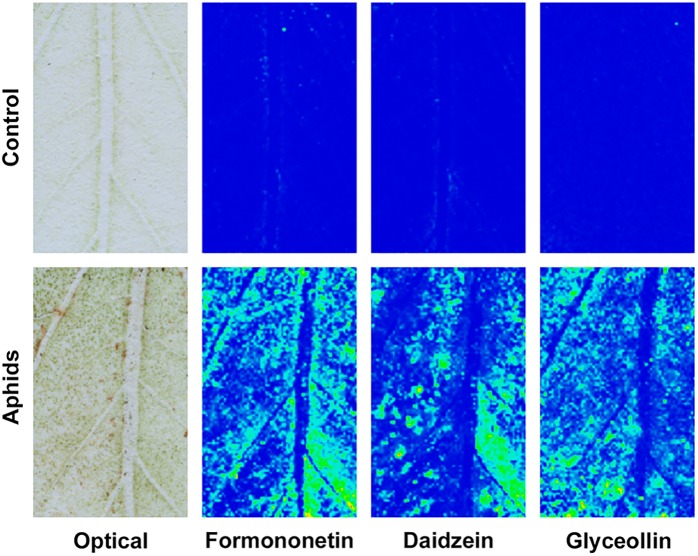
Isoflavonoids do not accumulate in leaf vasculature. Analysis of the distribution of isoflavonoids in susceptible control leaves and susceptible leaves colonized by aphids for 21 days was carried out using negative mode MALDI-MSI after imprinting leaves on a PTFE surface. Left panels, optical image of imprinted PTFE. Other panels, chemical images for formononetin (*m*/*z* 267.066), daidzein (*m*/*z* 253.05), and glyceollin (*m*/*z* 337.108) using an arbitrary scale (blue = low; yellow = high). Representative images are shown.

**FIGURE 8:**
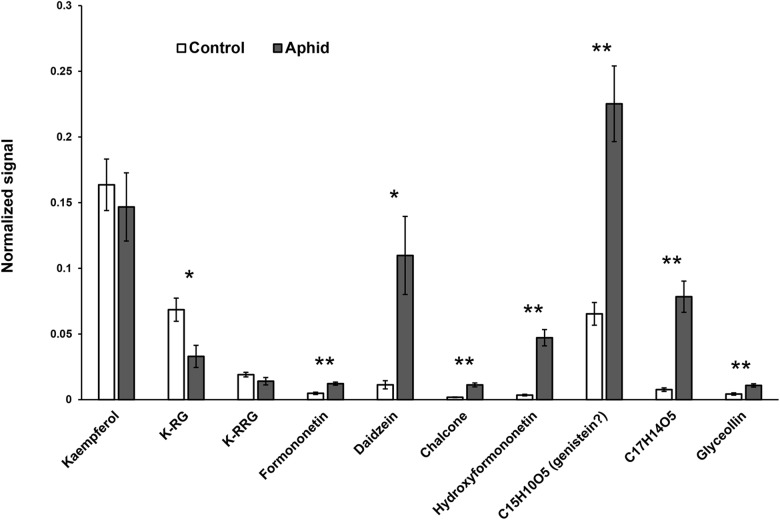
Determination of isoflavone accumulation in response to aphid feeding through mass spectrometry imaging (MSI). Relative quantification was carried out by acquisition of total signal for individual ions in a fixed rectangle placed randomly over each image, then normalized to the ion signal for 1,5-diaminonaphthalene (matrix). *m*/*z* for each compound: kaempferol, 285.04; kaempferol-3-rhamnoglucoside (K-RG), 593-152; clitorin (K-RGG), 739.211; formononetin, 267.066; daidzein, 253.05; chalcone, 255.066; hydroxyfomononetin, 283.061; C15H10O5, 269.046; C17H14O5, 297.077; glyceollin, 337.108. Statistically significant differences were determined by two-tailed Student’s *t*-test (^∗^*p* < 0.05; ^∗∗^*p* < 0.005; *n* = 7–9).

## Discussion

To our knowledge, this is the first transcriptome analysis of the soybean response to long-term (21 days) aphid colonization, and it complements previous studies that analyzed susceptible and *Rag1-*dependent resistant soybean responses to early [6 and 12 h (Li et al., 2008)] and mid-range [1 and 7 days (Studham and MacIntosh, 2013)] aphid feeding, and also transcriptome analyses of *Rag2-* and *Rag5-* carrying lines at early and mid-range time points [up to 48 h of aphid feeding (Brechenmacher et al., 2015; Lee et al., 2017)].

As in our previous transcriptome analysis, there were no significant transcriptional differences between aphid-infested and uninfested resistant plants with the *Rag1* gene after 21-day feeding, yet aphid population growth was clearly slower in these plants compared to the susceptible variety. However, the number of aphids on resistant plants at day 21 is comparable to the number of aphid observed on susceptible plants after 7 days of infestation [compare with results in Studham and MacIntosh (2013)]; and susceptible plants mount a strong transcriptional response to aphid feeding at 7 days. Thus, resistant plants can withstand an aphid load that triggers significant responses in S plants without the need to reprogram their transcriptome. 

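The probe sets called between uninfested cultivars mostly differed when both were infested as well. Of the 28 called probe sets, all 28 had the same sign in infested plants, 26 had an adjusted p under 0.05 and 24 were called. Sequence variants under the probes stay open and would give the same difference with and without aphids. So this agreement does not show that transcript levels differ. KR1 differed by -2.41 in infested plants (adjusted p = 0.00093) and the thioesterase Glyma.07g075400 by 2.69 (adjusted p = 2.4e-06). Among the KR1 probe sets, 1 was at control level in infested R plants. Between infested and uninfested S plants 3 of the 28 differed, 2 higher and 1 lower with infestation. One of these is the auxin-repressed protein-like gene Glyma.07g043000, which rose by 2.32 in S plants (SE 0.15, adjusted p = 6.4e-05) and had a log2 difference of 0.34 in R plants.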

The lack of R response suggests the presence of constitutive resistance, as proposed previously for *Rag1* and *Rag5* resistance (Studham and MacIntosh, 2013; Lee et al., 2017), and evidenced by DE transcripts between uninfested S and R plants. Evidence of constitutive differences between the same susceptible and *Rag1* plants used here was also obtained through amino acid profiling of plants grown in field conditions and subject to natural aphid infestations (Chiozza et al., 2010). Constitutive resistance has also been proposed for other aphid resistant lines in other species, including aphid resistance in wheat (Han et al., 2009) and barley (Delp et al., 2009).

The higher levels of several ferritin transcripts in R plants could be part of the constitutive resistance mechanism. Similar results were reported by Li et al. (2008), who found constitutively higher levels of *ferritin-1* and *ferritin-2* transcripts in Dowling (*Rag1*) compared with Williams 82 (S) in the absence of aphids, and a further increase in *ferritin* expression levels in aphid-infested plants. A transcriptome analysis of soybean plants tolerant to aphid infestation identified differential expression of an iron transporter and ferritins, also suggesting that iron homeostasis may be relevant in soybean-soybean aphid interactions (Prochaska et al., 2015). Once an infection or infestation is established, pest and plant compete for the plant endogenous resources, such as iron. Ferritins are protein used by plants and pathogens to store iron, and thus an increase in the expression of genes encoding ferritins could suggest the presence in R plants of a mechanism to sequester iron and limit its availability for the insect, as has been suggested for some plant–microbe interactions (Briat et al., 2010). For example, plant ferritin transcripts are induced by pathogen attack in Arabidopsis, and the lack of a functional ferritin gene (*AtFer1*) results in enhanced susceptibility to a pathogenic bacterium (Dellagi et al., 2005). On the other hand, the bacterial soft rot (*Erwinia chrysanthemi*) expresses ferritins that can successfully compete with soybean ferritin to obtain iron from a soybean cell suspension (Neema et al., 1993).

There is, however, a difference in the number of DE transcripts in the uninfested R vs. S plant comparison between the 1 and 7 day microarray experiment (Studham and MacIntosh, 2013) and the current analysis. The lower number of DE transcripts in the 21 day transcriptome could be explained by differential airborne priming. The aphid-infested and uninfested plants in both experiments were grown in the same growth chamber, thus it is likely that airborne priming signals from the infested plants were detected by the uninfested plants. This primed state involves transcriptional changes that enable the uninfested plants to be more sensitive to defense related signals in the event of an attack. However, there is a significant fitness cost to maintaining a primed state, and the induction of defense responses during priming is transient (Martinez-Medina et al., 2016). Although there are no reports on the duration of soybean priming, it seems unlikely that the plant would remain in a primed state 21 days after the onset of the infestation in neighboring plants. In fact, a reduction in the number of DE genes in the uninfested comparison was observed from the 1 to 7 day, and from 7 to 21 day responses. This observation also suggests that R plants are able to induce a stronger priming response (Studham and MacIntosh, 2013).

We observed a significant induction of defense programs in S plants, and the defense transcriptional response seems to be dominated by a PTI program. In particular, key regulators of PTI are induced in response to long-term aphid feeding, including orthologs of *MPK3* and *WRKY33* that are upregulated almost 5- and 6- fold respectively. The MAPK phosphorylation cascade is recognized as a central regulator of plant innate immunity (Asai et al., 2002; Bigeard et al., 2015). Activated MPK3 phosphorylates WRKY33 that in turn regulates phytoalexins production in Arabidopsis (Mao et al., 2011). Similarly, a PAMP-induced phosphorylation cascade that leads to the activation of the MPK3/6 in soybean has been proposed as a regulator for production of glyceollins (Daxberger et al., 2007). More significant, *TaWRKY53*, the wheat ortholog of *AtWRKY33* is also induced by aphid infestation in an aphid-resistant wheat line (Botha et al., 2010), and silencing of this gene results in a reduction in expression of a phenylalanine ammonia-lyase (*PAL*) gene an increase in susceptibility to aphid infestation (Van Eck et al., 2010). Interestingly, the same MPK3/WRKY33 module has been implicated in the induction of PTI in response to chitin in Arabidopsis (Son et al., 2011) as part of a defense network that includes another transcription factor, WRKY40, also found in our list of DE genes. Almost 27% of the DE genes identified in the S response in our analysis are annotated as responsive to chitin, and “response to chitin” is the most overrepresented GO category in this dataset. Given the similarities between the S response and chitin-triggered PTI, it is probable that chitin acts as an important HAMPs in the aphid–soybean interaction. Given the already well-established role of chitin as a PAMP and the presence of chitin in the aphid exoskeleton and stylet, the possibility that chitin acts as HAMP has already been proposed (Whiteman et al., 2011; Van Eck et al., 2014; Kaloshian and Walling, 2016; Lee et al., 2017); our results provide experimental support to this hypothesis.

Plant innate immunity triggered by PAMP results in the activation of an immune secretory pathway that facilitates deployment of defense mechanisms such as callose deposition, cell wall modifications, and release of phytoalexins (Collins et al., 2003; Humphry et al., 2010; Yun et al., 2016). Our S dataset contained a number of induced DE genes orthologs to the syntaxin PEN1 and other SNARE domain proteins, as well as DE genes corresponding to several cell wall modifying enzymes including expansins, xyloglucan endotransglycosylases, cellulose synthases, and others. In soybean, this immune secretory pathway is an important component of the defense response against soybean cyst nematodes (Klink et al., 2017). An ortholog of the Arabidopsis TF MYB15, which controls lignin production in response to pathogens (Chezem et al., 2017), is induced more than fivefold in the S response. Our results strongly suggest that long-term exposure to aphid feeding triggers a HAMP-regulated response that result in cell wall modifications likely to reduce aphid stylet penetration.

In addition to these modifications, the S response showed a significant induction of the phenylpropanoid pathway. While this pathway could be activated as part of the cell wall strengthening response, our results showed that one important outcome of this activation is the accumulation of isoflavone phytoalexins. We also showed that isoflavones accumulate in leaves colonized by aphids, likely in the parenchyma, and at least daidzein has a deterrent effect against the insect. A role for isoflavones was also hypothesized in incompatible soybean-soybean aphid interactions. Li et al. (2008) observed induction of *Glyma.08g109500*, a chalcone synthase, in the early *Rag1* response to aphids, and the same gene was DE in our susceptible 21-day response. Moreover, an *A. glycines* transcriptome analysis found that a large proportion of the genes DE in soybean aphids feeding on *Rag1* resistant plants encoded proteins associated with detoxifying mechanisms, a pattern typical of xenobiotic stress response (Bansal et al., 2014). This result suggests that the antibiosis effect observed for *Rag1* may be mediated by toxic secondary metabolites, and is consistent with a defensive role for isoflavones as proposed by Li et al. (2008) and by our experiments. The identification of soybean aphid resistance QTLs that map to loci in the soybean genome that are also highly associated with high isoflavone content provides another support for isoflavone-mediated aphid defense mechanisms (Meng et al., 2011).

Isoflavones are well-known for their antimicrobial activities, and in soybean the main isoflavone phytoalexins are glyceollins (Hammerschmidt, 1999; Dixon and Pasinetti, 2010). However, the role of these compounds in defense against herbivores has not been extensively characterized. More importantly, other isoflavones, normally considered just precursors of glyceollins, could be active deterrents or insecticidal compounds. Using artificial diets, Goławska and Łukasik (2012) showed that genistein has antifeedant activity against the pea aphid (*Acyrthosiphon pisum*). Resistance to other sucking insects may also correlate with isoflavone content. For example, induction of isoflavone accumulation by exposure to UV light resulted in an increase in resistance to the stink bugs *Nezara viridula* and *Piezodorus guildinii* in soybean (Zavala et al., 2015). *N. viridula* feeding also induced accumulation of daidzin and genistin (glucoside derivatives of daidzein and genistein) in soybean pods, and extracts of injured pods had a deterrent effect on feeding (Piubelli et al., 2003).

A role for isoflavones in defense against other insect guilds, particularly Lepidoptera, has also been proposed. For example, the isoflavones daidzin, 4′,7-dihydroxyflavone, daidzein, and formononetin accumulated in soybean leaves in response to feeding by *Spodoptera litura* or after application of *S. litura* oral secretions (Murakami et al., 2014). Interestingly, glyceollins were not detected in this interaction, and the authors suggested that the accumulating isoflavones are active compounds against insects, and not just intermediate compounds in glyceollin biosynthesis (Murakami et al., 2014), although it is not clear whether the lack of glyceollin detection is due to a true absence of the compounds or a limitation of the technique used. A different analysis of phytoalexins produced in response to *S. litura* also identified daidzein as the main isoflavone accumulating in soybean leaves, although a small amount of different glyceollins was also identified in this analysis (Zhou et al., 2011). A characterization of different soybean varieties identified a correlation between genistein and rutin (a flavonoid) concentrations and reduced *Anticarsia gemmatalis* larval growth (Piubelli et al., 2005). Feeding experiments with isoflavones extracted from the insect-resistant soybean cultivar PI227687 determined that daidzein had antifeedant and/or antibiotic effects against *Trichoplusia ni*, and it was more effective than glyceollins (Sharma and Norris, 1991). In a different feeding experiment Zhou et al. (2011) determined that daidzein could significantly reduce *S. litura* larval growth, while genistein and genistin had no effect. Analysis of insect frass indicated that daidzein was not metabolized by the insect, while the other two isoflavones were processed in the insect gut (Zhou et al., 2011). A classical mosquito larval toxicity bioassay also identified genistein, daidzein, and acetate derivatives of these compounds as insecticidal (Rao et al., 1990). These findings correlate well with our results and could suggest that isoflavones other than glyceollins may be the active components of soybean chemical defenses against insects. However, it is also important to consider that different compounds could be toxic at very different concentrations, and thus a role for glyceollins cannot be excluded.

Through their path to reach the phloem, aphids encounter several cell layers, and plants have evolved different mechanisms of surface resistance, epidermis resistance, mesophyll resistance, and phloem resistance to stop or slow down aphid feeding (Alvarez et al., 2006; Walling and Thompson, 2012). Studies of stylet sheath path and electropenetration graph analyses of aphid feeding have determined that aphids puncture and “taste” all mesophyll cells that are encountered during the probing phase until they reach a sieve element (Tjallingii, 2006; Walling, 2008). The accumulation of allelochemicals has been previously associated with mesophyll defenses and antifeedant activities (Corcuera et al., 1992; Gabrys and Tjallingii, 2002; Kordan et al., 2012). Our results also suggest that soybean accumulates isoflavones phytoalexins in mesophyll cells as a mechanism of defense against aphids, deterring feeding before aphids reach the phloem.

Our study indicates that susceptible soybean plants have the ability to deploy effective defenses against aphids. Thus, why are these defenses not expressed earlier, when aphids are successfully colonizing the plant? Based on our previous transcriptome and fatty acid analyses of the plant response after 1 or 7 days of aphid feeding, we proposed that aphids induce an ABA-dependent decoy response that antagonizes effective SA- and JA-dependent defenses (Studham and MacIntosh, 2013; Kanobe et al., 2015). Interestingly, JA treatments enhance isoflavones accumulation in soybean in response to elicitors, while ABA treatments inhibit glucan elicitor-induced isoflavone accumulation (Graham and Graham, 1996). Thus, the strong induction of ABA biosynthesis and signaling observed at 7 days of aphid feeding would block production of isoflavones and reduce the ability of susceptible soybean plants to inhibit aphid feeding. A similar ABA-mediated block in the accumulation of allelochemical defenses has been proposed in compatible *Myzus persicae* – Arabidopsis interactions (Hillwig et al., 2016); *M. persicae* performs better on ABA biosynthesis mutants than on WT plants and the ABA deficient plants accumulate more indole glucosinolates known to have antibiotic effects on aphids. On the other hand, the soybean response to aphids after 21 days of feeding does not display an ABA response, suggesting that the plant is able to eventually escape from the aphid-induced defense suppression, but only after aphids have heavily colonized the plant.

An alternative hypothesis considered to explain the increase in ABA signaling after 7 days of aphid feeding in soybean and Arabidopsis could be that aphids cause water stress in soybean, as has been proposed in other plant aphid-interaction (Cabrera et al., 1995). However, the aphid population established after 21 days was 20-fold higher than at 7 days, and it would be expected that any water stress caused by aphids would be directly proportional to their number; yet no ABA response was observed at 21 days, arguing against a water stress response. 

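In infested S plants the AtHOS3 ortholog Glyma.04G034400, named for a fatty acid elongase that acts in abscisic acid sensitivity, rose by a log2 difference of 2.24 (SE 0.38, adjusted p = 0.0073), from 6.61 ± 0.66 to 8.85 ± 0.79 (SD, n = 3 arrays each). This is a 4.72-fold rise, and that of the AtWRKY33 ortholog Glyma.01G128100 is 6.47-fold. Both probe sets were called. In R plants the HOS3 ortholog had a log2 difference of 0.58, which did not pass.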

In fact, the ∼5-fold increase in the expression of the orthologs of *AtWRKY33* and *AtHOS3* (*Glyma.01G128100* and *Glyma.04G034400*, respectively; Table 1 and Supplementary Table 1) in the 21 day response would suggest an active repression of ABA signaling. Arabidopsis *hos3* mutants are hypersensitive to osmotic stress and other abiotic stresses, and it has been proposed that HOS3 is a negative regulator of ABA-dependent processes (Quist et al., 2009). AtWRKY33 seems to act as a transcriptional inhibitor of *NCED3* and *NCED5*, two ABA biosynthesis genes, and the negative regulation of ABA signaling by AtWRKY33 is necessary for immunity against the necrotrophic fungus *Botrytis cinerea* (Liu et al., 2015). Interestingly, the promoter regions of the wheat and rice orthologs of *AtWRKY3*3 (*TaWRKY53* and *OsWRKY53*) have conserved ABRE motifs, suggesting a potential regulation by ABA (Van Eck et al., 2014), and could indicate a point of crosstalk between PTI and ABA signaling. Our data indirectly support the hypothesis that, during compatible interactions, aphids use the plant’s ABA pathway to repress effective defenses during the colonization process, but the plant can eventually overcome this suppression and activate a PTI response leading to the production of phytoalexins to reduce aphid feeding.

Currently, it is not clear whether these late defense mechanisms are the result of a plant desensitization to aphid effectors that suppress defenses, or the accumulation of high level of HAMP signals due to the elevated number of aphids colonizing the plant. It is even possible to imagine that aphids suppress the production of their own effectors that interfere with plant defenses in response to crowding; thus inducing their migration to other, uninfested plants as a consequence of the now unrestricted increase in feeding deterrents. More research is needed to test these hypotheses and understand this dynamic plant–insect interaction.

## Data Availability

The datasets generated for this study can be found in NCBI’s Gene Expression Omnibus, GSE115790.

## Author Contributions

JDH, MES, and GCM designed the study. JDH, MES, AK, NK, KB, Y-JL, and GCM performed experiments and/or analyzed the data. MES and GCM wrote the manuscript. JDH, NK, and Y-JL revised the text. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115790

## Supplementary Material

TABLE S1 Differentially expressed genes for susceptible and resistant responses to 21 days of aphid feeding, and genetic differences between susceptible and resistant plants.

TABLE S2 GO-term analysis for each DE gene dataset.

TABLE S3 Differentially expressed gene set analysis (GSA).

TABLE S4 Ferritin genes differentially expressed in resistant plants.

## References

[B1] AkashiT.AokiT.AyabeS. (2005). Molecular and biochemical characterization of 2-hydroxyisoflavanone dehydratase. involvement of carboxylesterase-like proteins in leguminous isoflavone biosynthesis. *Plant Physiol.* 137 882–891. 10.1104/pp.104.056747 15734910PMC1065389

[B2] AkashiT.SasakiK.AokiT.AyabeS.YazakiK. (2009). Molecular cloning and characterization of a cDNA for pterocarpan 4-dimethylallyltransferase catalyzing the key prenylation step in the biosynthesis of glyceollin, a soybean phytoalexin. *Plant Physiol.* 149 683–693. 10.1104/pp.108.123679 19091879PMC2633842

[B3] AltschulS. F.GishW.MillerW.MyersE. W.LipmanD. J. (1990). Basic local alignment search tool. *J. Mol. Biol.* 215 403–410. 10.1016/S0022-2836(05)80360-22231712

[B4] AlvarezA. E.TjallingiiW. F.GarzoE.VleeshouwersV.DickeM.VosmanB. (2006). Location of resistance factors in the leaves of potato and wild tuber-bearing *Solanum* species to the aphid *Myzus persicae*. *Entomol. Exp. Et Appl.* 121 145–157. 10.1111/j.1570-8703.2006.00464.x

[B5] AsaiT.TenaG.PlotnikovaJ.WillmannM. R.ChiuW.-L.Gomez-GomezL. (2002). MAP kinase signalling cascade in *Arabidopsis* innate immunity. *Nature* 415 977–983. 10.1038/415977a 11875555

[B6] AsselberghB.De VleesschauwerD.HofteM. (2008). Global switches and fine-tuning - ABA modulates plant pathogen defense. *Mol. Plant Microbe Interact.* 21 709–719. 10.1094/mpmi-21-6-0709 18624635

[B7] BakshiM.OelmüllerR. (2014). WRKY transcription factors. *Plant Signal. Behav.* 9:e27700 10.4161/psb.27700PMC409121324492469

[B8] BansalR.MianM.MittapalliO.MichelA. P. (2014). RNA-Seq reveals a xenobiotic stress response in the soybean aphid, *Aphis glycines*, when fed aphid-resistant soybean. *BMC Genomics* 15:972. 10.1186/1471-2164-15-972 25399334PMC4289043

[B9] BariR.JonesJ. (2009). Role of plant hormones in plant defence responses. *Plant Mol. Biol.* 69 473–488. 10.1007/s11103-008-9435-0 19083153

[B10] BigeardJ.ColcombetJ.HirtH. (2015). Signaling mechanisms in pattern-triggered immunity (PTI). *Mol. Plant* 8 521–539. 10.1016/j.molp.2014.12.022 25744358

[B11] BomatiE. K.AustinM. B.BowmanM. E.DixonR. A.NoelJ. P. (2005). Structural elucidation of chalcone reductase and implications for deoxychalcone biosynthesis. *J. Biol. Chem.* 280 30496–30503. 10.1074/jbc.M502239200 15970585PMC2860619

[B12] BothaA.-M.SwanevelderZ. H.LapitanN. L. V. (2010). Transcript profiling of wheat genes expressed during feeding by two different biotypes of *Diuraphis noxia*. *Environ. Entomol.* 39 1206–1231. 10.1603/en09248 22127172

[B13] BoudsocqM.WillmannM. R.McCormackM.LeeH.ShanL.HeP. (2010). Differential innate immune signalling via Ca2+ sensor protein kinases. *Nature* 464:418. 10.1038/nature08794 20164835PMC2841715

[B14] BrechenmacherL.NguyenT. H. N.ZhangN.JunT.-H.XuD.MianM. A. R. (2015). Identification of soybean proteins and genes differentially regulated in near isogenic lines differing in resistance to aphid infestation. *J. Proteome Res.* 14 4137–4146. 10.1021/acs.jproteome.5b00146 26350764

[B15] BriatJ.-F.RavetK.ArnaudN.DucC.BoucherezJ.TouraineB. (2010). New insights into ferritin synthesis and function highlight a link between iron homeostasis and oxidative stress in plants. *Ann. Bot.*105 811–822. 10.1093/aob/mcp128 19482877PMC2859905

[B16] CabreraH. M.ArgandoñaV. H.ZúñigaG. E.CorcueraL. J. (1995). Effect of infestation by aphids on the water status of barley and insect development. *Phytochemistry* 40 1083–1088. 10.1016/0031-9422(95)00325-2

[B17] CaspiR.AltmanT.DaleJ. M.DreherK.FulcherC. A.GilhamF. (2009). The MetaCyc database of metabolic pathways and enzymes and the bioCyc collection of pathway/genome databases. *Nucleic Acids Res.* 38 D473–D479. 10.1093/nar/gkp875 19850718PMC2808959

[B18] ChezemW. R.MemonA.LiF.-S.WengJ.-K.ClayN. K. (2017). SG2-Type R2R3-MYB transcription factor MYB15 controls defense-induced lignification and basal immunity in *Arabidopsis*. *Plant Cell* 29 1907–1926. 10.1105/tpc.16.00954 28733420PMC5590497

[B19] ChiozzaM. V.O’NealM. E.MacIntoshG. C. (2010). Constitutive and induced differential accumulation of amino acid in leaves of susceptible and resistant soybean plants in response to the soybean aphid (*Hemiptera: Aphididae*). *Environ. Entomol.* 39 856–864. 10.1603/en09338 20550799

[B20] CollinsN. C.Thordal-ChristensenH.LipkaV.BauS.KombrinkE.QiuJ.-L. (2003). SNARE-protein-mediated disease resistance at the plant cell wall. *Nature* 425:973. 10.1038/nature02076 14586469

[B21] CorcueraL. J.ArgandoñaV. H.ZúñigaG. E. (1992). “Allelochemicals in wheat and barley: role in plant—insect interactions,” in *Allelopathy: Basic and Applied Aspects*, eds RizviS. J. H.RizviV. (Dordrecht: Springer), 119–127.

[B22] DaxbergerA.NemakA.MithöferA.FliegmannJ.LigterinkW.HirtH. (2007). Activation of members of a MAPK module in β-glucan elicitor-mediated non-host resistance of soybean. *Planta* 225 1559–1571. 10.1007/s00425-006-0442-6 17123101

[B23] De VosM.Van OostenV. R.Van PoeckeR. M. P.Van PeltJ. A.PozoM. J.MuellerM. J. (2005). Signal signature and transcriptome changes of *Arabidopsis* during pathogen and insect attack. *Mol. Plant Microbe Interact.* 18 923–937. 10.1094/mpmi-18-0923 16167763

[B24] DeavoursB. E.LiuC. J.NaoumkinaM. A.TangY.FaragM. A.SumnerL. W. (2006). Functional analysis of members of the isoflavone and isoflavanone O-methyltransferase enzyme families from the model legume *Medicago truncatula*. *Plant Mol. Biol.* 62 715–733. 10.1007/s11103-006-9050-x 17001495PMC2862459

[B25] DellagiA.RigaultM.SegondD.RouxC.KraepielY.CellierF. (2005). Siderophore-mediated upregulation of *Arabidopsis ferritin* expression in response to *Erwinia chrysanthemi* infection. *Plant J.* 43 262–272. 10.1111/j.1365-313X.2005.02451.x 15998312

[B26] DelpG.GradinT.ÅhmanI.JonssonL. (2009). Microarray analysis of the interaction between the aphid *Rhopalosiphum padi* and host plants reveals both differences and similarities between susceptible and partially resistant barley lines. *Mol. Genet. Genomics* 281 233–248. 10.1007/s00438-008-0409-3 19085010

[B27] DixonR. A.PasinettiG. M. (2010). Flavonoids and isoflavonoids: from plant biology to agriculture and neuroscience. *Plant Physiol.* 154 453–457. 10.1104/pp.110.161430 20921162PMC2948995

[B28] EdgarR.DomrachevM.LashA. E. (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* 30 207–210. 10.1093/nar/30.1.20711752295PMC99122

[B29] EfronB.TibshiraniR. (2007). On testing the significance of sets of genes. *Ann. Appl. Stat.* 1 107–129. 10.1214/07-AOAS101

[B30] FarrellK.JahanM.KovinichN. (2017). Distinct Mechanisms of biotic and chemical elicitors enable additive elicitation of the anticancer phytoalexin glyceollin I. *Molecules* 22:1261. 10.3390/molecules22081261 28749423PMC6152012

[B31] FliegmannJ.FurtwanglerK.MaltererG.CantarelloC.SchulerG.EbelJ. (2010). Flavone synthase II (CYP93B16) from soybean (*Glycine max* L.). *Phytochemistry* 71 508–514. 10.1016/j.phytochem.2010.01.007 20132953

[B32] GabrysB.TjallingiiW. F. (2002). The role of sinigrin in host plant recognition by aphids during initial plant penetration. *Entomol. Exp. Et Appl.* 104 89–93. 10.1046/j.1570-7458.2002.00994.x

[B33] GiordanengoP.BrunissenL.RusterucciC.VincentC.van BelA.DinantS. (2010). Compatible plant-aphid interactions: how aphids manipulate plant responses. *Comp. Rend. Biol.* 333 516–523. 10.1016/j.crvi.2010.03.007 20541163

[B34] GogginF. L. (2007). Plant-aphid interactions: molecular and ecological perspectives. *Curr. Opin. Plant Biol.* 10 399–408. 10.1016/j.pbi.2007.06.004 17652010

[B35] GoławskaS.ŁukasikI. (2012). Antifeedant activity of luteolin and genistein against the pea aphid. *Acyrthosiphon pisum*. *J. Pest. Sci.* 85 443–450. 10.1007/s10340-012-0452-z 23204991PMC3505511

[B36] GrahamT. L.GrahamM. Y. (1996). Signaling in soybean phenylpropanoid responses (dissection of primary, secondary, and conditioning effects of light, wounding, and elicitor treatments). *Plant Physiol.* 110 1123–1133. 10.1104/pp.110.4.1123 12226246PMC160894

[B37] GrantD.NelsonR. T.CannonS. B.ShoemakerR. C. (2010). SoyBase, the USDA-ARS soybean genetics and genomics database. *Nucleic Acids Res.* 38(Suppl. 1), D843–D846. 10.1093/nar/gkp798 20008513PMC2808871

[B38] HammerschmidtR. (1999). PHYTOALEXINS: what have we learned after 60 years? *Ann. Rev. Phytopathol.* 37 285–306. 10.1146/annurev.phyto.37.1.285 11701825

[B39] HanY.WangY.BiJ.-L.YangX.-Q.HuangY.ZhaoX. (2009). Constitutive and induced activities of defense-related enzymes in aphid-resistant and aphid-susceptible cultivars of wheat. *J. Chem. Ecol.* 35 176–182. 10.1007/s10886-009-9589-5 19159980

[B40] HeslerL. S.ChiozzaM. V.O’NealM. E.MacIntoshG. C.TilmonK. J.ChandrasenaD. I. (2013). Performance and prospects of Rag genes for management of soybean aphid. *Entomol. Exp. Et Appl.* 147 201–216. 10.1111/eea.12073

[B41] HeslerL. S.DashiellK. E. (2007). Resistance to *Aphis glycines* (*Hemiptera: aphididae*) in various soybean lines under controlled laboratory conditions. *J. Econ. Entomol.* 100 1464–1469. 10.1093/jee/100.4.1464 17849903

[B42] HillC. B.LiY.HartmanG. L. (2006a). A single dominant gene for resistance to the soybean aphid in the soybean cultivar dowling. *Crop. Sci.* 46 1601–1605. 10.2135/cropsci2005.11-0421

[B43] HillC. B.LiY.HartmanG. L. (2006b). Soybean aphid resistance in soybean jackson is controlled by a single dominant gene. *Crop. Sci.* 46 1606–1608. 10.2135/cropsci2005.11-0438

[B44] HillJ. H.AllemanR.HoggD. B.GrauC. R. (2001). First Report of transmission of soybean mosaic virus and alfalfa mosaic virus by *Aphis glycines* in the new world. *Plant Dis.* 85:561.3. 10.1094/pdis.2001.85.5.561c 30823148

[B45] HillwigM. S.ChiozzaM.CasteelC. L.LauS. T.HohensteinJ.HernándezE. (2016). Abscisic acid deficiency increases defence responses against *Myzus persicae* in *Arabidopsis*. *Mol. Plant Pathol.* 17 225–235. 10.1111/mpp.12274 25943308PMC6638517

[B46] HogenhoutS. A.BosJ. I. B. (2011). Effector proteins that modulate plant–insect interactions. *Curr. Opin. Plant Biol.* 14 422–428. 10.1016/j.pbi.2011.05.003 21684190

[B47] HoweG. A.JanderG. (2008). Plant immunity to insect herbivores. *Ann. Rev. Plant Biol.* 59 41–66. 10.1146/annurev.arplant.59.032607.092825 18031220

[B48] HumphryM.BednarekP.KemmerlingB.KohS.SteinM.GöbelU. (2010). A regulon conserved in monocot and dicot plants defines a functional module in antifungal plant immunity. *Proc. Natl. Acad. Sci.* 107 21896–21901. 10.1073/pnas.1003619107 21098265PMC3003077

[B49] IrizarryR. A.HobbsB.CollinF.Beazer-BarclayY. D.AntonellisK. J.ScherfU. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 4 249–264. 10.1093/biostatistics/4.2.249 12925520

[B50] JaouannetM.RodriguezP. A.ThorpeP.LenoirC. J. G.MacLeodR.Escudero-MartinezC. (2014). Plant immunity in plant-aphid interactions. *Front. Plant Sci.* 5:10. 10.3389/fpls.2014.00663 25520727PMC4249712

[B51] JungW.YuO.LauS. M.O’KeefeD. P.OdellJ.FaderG. (2000). Identification and expression of isoflavone synthase, the key enzyme for biosynthesis of isoflavones in legumes. *Nat. Biotechnol.* 18 208–212. 10.1038/72671 10657130

[B52] KaloshianI.WallingL. L. (2016). “Plant Immunity: Connecting the Dots Between Microbial and Hemipteran Immune Responses,” in *Management of Insect Pests to Agriculture: Lessons Learned from Deciphering their Genome, Transcriptome and Proteome*, eds CzosnekH.GhanimM. (Cham: Springer International Publishing), 217–243.

[B53] KamphuisL. G.ZulakK.GaoL. L.AndersonJ.SinghK. B. (2013). Plant-aphid interactions with a focus on legumes. *Funct. Plant Biol.* 40 1271–1284. 10.1071/fp130932481194

[B54] KanobeC.McCarvilleM. T.O’NealM. E.TylkaG. L.MacIntoshG. C. (2015). Soybean aphid infestation induces changes in fatty acid metabolism in soybean. *PLoS One* 10:e0145660. 10.1371/journal.pone.0145660 26684003PMC4684210

[B55] KimD. H.KimB.-G.LeeY.RyuJ. Y.LimY.HurH.-G. (2005). Regiospecific methylation of naringenin to ponciretin by soybean O-methyltransferase expressed in *Escherichia coli*. *J. Biotechnol.* 119 155–162. 10.1016/j.jbiotec.2005.04.004 15961179

[B56] KimK.-S.BellendirS.HudsonK.HillC.HartmanG.HytenD. (2010). Fine mapping the soybean aphid resistance gene Rag1 in soybean. *Theor. Appl. Genet.* 120 1063–1071. 10.1007/s00122-009-1234-8 20035316

[B57] KimK.-S.HillC. B.HartmanG. L.MianM. A. R.DiersB. W. (2008). Discovery of soybean aphid biotypes. *Crop. Sci.* 48 923–928. 10.2135/cropsci2007.08.0447

[B58] KleinA. T.YagnikG. B.HohensteinJ. D.JiZ.ZiJ.ReichertM. D. (2015). Investigation of the chemical interface in the soybean–aphid and rice–bacteria interactions using maldi-mass spectrometry imaging. *Anal. Chem.* 87 5294–5301. 10.1021/acs.analchem.5b00459 25914940

[B59] KlinkV. P.SharmaK.PantS. R.McNeeceB.NiraulaP.LawrenceG. W. (2017). Components of the SNARE-containing regulon are co-regulated in root cells undergoing defense. *Plant Signal. Behav.* 12:e1274481. 10.1080/15592324.2016.1274481 28010187PMC5351740

[B60] KordanB.DancewiczK.WróblewskaA.GabryśB. (2012). Intraspecific variation in alkaloid profile of four lupine species with implications for the pea aphid probing behaviour. *Phytochem. Lett.* 5 71–77. 10.1016/j.phytol.2011.10.003

[B61] LeeS.CassoneB. J.WijeratneA.JunT.-H.MichelA. P.MianM. A. R. (2017). Transcriptomic dynamics in soybean near-isogenic lines differing in alleles for an aphid resistance gene, following infestation by soybean aphid biotype 2. *BMC Genomics* 18:472. 10.1186/s12864-017-3829-9 28645245PMC5481885

[B62] LiY.HillC. B.CarlsonS. R.DiersB. W.HartmanG. L. (2007). Soybean aphid resistance genes in the soybean cultivars dowling and Jackson map to linkage group M. *Mol. Breed.* 19 25–34. 10.1007/s11032-006-9039-9

[B63] LiY.ZouJ.LiM.BilginD. D.VodkinL. O.HartmanG. L. (2008). Soybean defense responses to the soybean aphid. *N. Phytol.* 179 185–195. 10.1111/j.1469-8137.2008.02443.x 18422900

[B64] LiuS.KracherB.ZieglerJ.BirkenbihlR. P.SomssichI. E. (2015). Negative regulation of ABA signaling by WRKY33 is critical for *Arabidopsis* immunity towards *Botrytis cinerea* 2100. *eLife* 4:e07295. 10.7554/eLife.07295 26076231PMC4487144

[B65] MaoG.MengX.LiuY.ZhengZ.ChenZ.ZhangS. (2011). Phosphorylation of a WRKY transcription factor by two pathogen-responsive MAPKs drives phytoalexin biosynthesis in em *Arabidopsis* em. *Plant Cell* 23 1639–1653. 10.1105/tpc.111.084996 21498677PMC3101563

[B66] Martinez-MedinaA.FlorsV.HeilM.Mauch-ManiB.PieterseC. M. J.PozoM. J. (2016). Recognizing plant defense priming. *Trends Plant Sci.* 21 818–822. 10.1016/j.tplants.2016.07.009 27507609

[B67] McGinnisS.MaddenT. L. (2004). BLAST: at the core of a powerful and diverse set of sequence analysis tools. *Nucleic Acids Res.* 32 W20–W25. 10.1093/nar/gkh435 15215342PMC441573

[B68] MengF.HanY.TengW.LiY.LiW. (2011). QTL underlying the resistance to soybean aphid (*Aphis glycines* matsumura) through isoflavone-mediated antibiosis in soybean cultivar ‘zhongdou 27’. *Theor. Appl. Genet.* 123 1459–1465. 10.1007/s00122-011-1680-y 21858470

[B69] MensahC.DiFonzoC.WangD. (2008). Inheritance of soybean aphid resistance in PI 567541B and PI 567598B. *Crop. Sci.* 48 1759–1763. 10.2135/cropsci2007.09.0535

[B70] MithöferA.BolandW. (2008). Recognition of herbivory-associated molecular patterns. *Plant Physiol.* 146 825–831. 10.1104/pp.107.113118 18316636PMC2259064

[B71] MoralesA. M. A. P.O’RourkeJ. A.van de MortelM.ScheiderK. T.BancroftT. J.BorémA. (2013). Transcriptome analyses and virus induced gene silencing identify genes in the Rpp4-mediated Asian soybean rust resistance pathway. *Funct. Plant Biol.* 40 1029–1047. 10.1071/FP1229632481171

[B72] MorkunasI.MaiV.GabrysB. (2011). Phytohormonal signaling in plant responses to aphid feeding. *Acta Physiol. Plant.* 33 2057–2073. 10.1007/s11738-011-0751-7

[B73] MurakamiS.NakataR.AboshiT.YoshinagaN.TeraishiM.OkumotoY. (2014). Insect-induced daidzein, formononetin and their conjugates in soybean leaves. *Metabolites* 4:532. 10.3390/metabo4030532 25000357PMC4192678

[B74] NagamatsuA.MasutaC.SendaM.MatsuuraH.KasaiA.HongJ. S. (2007). Functional analysis of soybean genes involved in flavonoid biosynthesis by virus-induced gene silencing. *Plant Biotechnol. J.* 5 778–790. 10.1111/j.1467-7652.2007.00288.x 17764520

[B75] NeemaC.LaulhereJ. P.ExpertD. (1993). Iron deficiency induced by chrysobactin in *Saintpaulia* leaves Inoculated with *Erwinia chrysanthemi*. *Plant Physiol.* 102 967–973. 10.1104/pp.102.3.967 12231882PMC158870

[B76] NuruzzamanM.SharoniA. M.KikuchiS. (2013). Roles of NAC transcription factors in the regulation of biotic and abiotic stress responses in plants. *Front. Microbiol.* 4:248 10.3389/fmicb.2013.00248PMC375980124058359

[B77] PfafflM. W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res.* 29:e45 10.1093/nar/29.9.e45PMC5569511328886

[B78] PieterseC. M. J.Leon-ReyesA.Van der EntS.Van WeesS. C. M. (2009). Networking by small-molecule hormones in plant immunity. *Nat. Chem. Biol.* 5 308–316. 10.1038/nchembio.164 19377457

[B79] PiubelliG. C.Hoffmann-CampoC. B.De ArrudaI. C.FranchiniJ. C.LaraF. M. (2003). Flavonoid increase in soybean as a response to *Nezara viridula* injury and its effect on insect-feeding preference. *J. Chem. Ecol.* 29 1223–1233. 10.1023/a:1023889825129 12857032

[B80] PiubelliG. C.Hoffmann-CampoC. B.MoscardiF.MiyakuboS. H.Neves De OliveiraM. C. (2005). Are chemical compounds important for soybean resistance to *Anticarsia gemmatalis*? *J. Chem. Ecol.* 31 1509–1525. 10.1007/s10886-005-5794-z 16222789

[B81] ProchaskaT. J.Donze-ReinerT.Marchi-WerleL.PalmerN. A.HuntT. E.SarathG. (2015). Transcriptional responses of tolerant and susceptible soybeans to soybean aphid (*Aphis glycines* Matsumura) herbivory. *Arthr. Plant Inte.* 9 347–359. 10.1007/s11829-015-9371-2

[B82] QuistT. M.SokolchikI.ShiH.JolyR. J.BressanR. A.MaggioA. (2009). HOS3, an ELO-like gene, inhibits effects of ABA and implicates a S-1-P/ceramide control system for abiotic stress responses in *Arabidopsis thaliana*. *Mol. Plant* 2 138–151. 10.1093/mp/ssn085 19529829PMC2639740

[B83] RagsdaleD. W.McCornackB. P.VenetteR. C.PotterB. D.MacraeI. V.HodgsonE. W. (2007). Economic threshold for soybean aphid (*Hemiptera : aphididae*). *J. Econ. Entomol.* 100 1258–1267. 10.1093/jee/100.4.1258 17849878

[B84] RalstonL.SubramanianS.MatsunoM.YuO. (2005). Partial reconstruction of flavonoid and isoflavonoid biosynthesis in yeast using soybean type I and type II chalcone isomerases. *Plant Physiol.* 137 1375–1388. 10.1104/pp.104.054502 15778463PMC1088328

[B85] RaoK. V.ChattopadhyayS. K.ReddyG. C. (1990). Flavonoids with mosquito larval toxicity. *J. Agr. Food Chem.* 38 1427–1430. 10.1021/jf00096a028

[B86] Robert-SeilaniantzA.GrantM.JonesJ. D. (2011). Hormone crosstalk in plant disease and defense: more than just jasmonate-salicylate antagonism. *Annu. Rev. Phytopathol.* 49 317–343. 10.1146/annurev-phyto-073009-114447 21663438

[B87] RodriguezP. A.BosJ. I. B. (2012). Toward understanding the role of aphid effectors in plant infestation. *Mol. Plant Microbe Interact.* 26 25–30. 10.1094/mpmi-05-12-0119-fi 23035915

[B88] SchmutzJ.CannonS. B.SchlueterJ.MaJ.MitrosT.NelsonW. (2010). Genome sequence of the palaeopolyploid soybean. *Nature* 463 178–183. 10.1038/nature08670 20075913

[B89] SchopferC. R.KochsG.LottspeichF.EbelJ. (1998). Molecular characterization and functional expression of dihydroxypterocarpan 6a-hydroxylase, an enzyme specific for pterocarpanoid phytoalexin biosynthesis in soybean (*Glycine max* L.). *FEBS Lett.* 432 182–186. 10.1016/S0014-5793(98)00866-7 9720921

[B90] SharmaH. C.NorrisD. M. (1991). Chemical basis of resistance in soya bean to cabbage looper, *Trichoplusia* ni. *J. Sci. Food Agr.* 55 353–364. 10.1002/jsfa.2740550304

[B91] SmithC. M.BoykoE. V. (2007). The molecular bases of plant resistance and defense responses to aphid feeding: current status. *Entomol. Exp. Et Appl.* 122 1–16. 10.1111/j.1570-7458.2006.00503.x

[B92] SonG. H.WanJ.KimH. J.NguyenX. C.ChungW. S.HongJ. C. (2011). Ethylene-responsive element-binding factor 5, erf5, is involved in chitin-induced innate immunity response. *Mol. Plant Microbe Interact.* 25 48–60. 10.1094/mpmi-06-11-0165 21936663

[B93] StoreyJ. D.TaylorJ. E.SiegmundD. (2004). Strong control, conservative point estimation and simultaneous conservative consistency of false discovery rates: a unified approach. *J. R. Stat. Soc. Ser. B* 66 187–205. 10.1111/j.1467-9868.2004.00439.x

[B94] StudhamM.MacIntoshG. C. (2012). Phytohormone signaling pathway analysis method for comparing hormone responses in plant-pest interactions. *BMC Res. Notes* 5:392. 10.1186/1756-0500-5-392 22846705PMC3460778

[B95] StudhamM. E. (2010). *Transcriptional Defense Response Of The Soybean Plant, Glycines Max, In Response To Infestation By The Soybean Aphid, Aphis Glycines*. Ames: Iowa State University.

[B96] StudhamM. E.MacIntoshG. C. (2013). Multiple phytohormone signals control the transcriptional response to soybean aphid infestation in susceptible and resistant soybean plants. *Mol. Plant Microbe Interact.* 26 116–129. 10.1094/MPMI-05-12-0124-FI 22992001

[B97] SuzukiH.TakahashiS.WatanabeR.FukushimaY.FujitaN.NoguchiA. (2006). An isoflavone conjugate-hydrolyzing beta-glucosidase from the roots of soybean (glycine max) seedlings: purification, gene cloning, phylogenetics, and cellular localization. *J. Biol. Chem.* 281 30251–30259. 10.1074/jbc.M605726200 16891302

[B98] ThompsonG. A.GogginF. L. (2006). Transcriptomics and functional genomics of plant defence induction by phloem-feeding insects. *J. Exp. Bot.* 57 755–766. 10.1093/jxb/erj135 16495409

[B99] TilmonK. J.HodgsonE. W.O’NealM. E.RagsdaleD. W. (2011). Biology of the soybean aphid, *Aphis glycines* (*Hemiptera: aphididae*) in the united states. *J. Integr. Pest Manag.* 2 A1–A7. 10.1603/ipm10016

[B100] TjallingiiW. F. (2006). Salivary secretions by aphids interacting with proteins of phloem wound responses. *J. Exp. Bot.* 57 739–745. 10.1093/jxb/erj088 16467410

[B101] TutejaJ.VodkinL. O. (2008). ). Structural features of the endogenous CHS silencing and target loci in the soybean genome. *Crop Sci.* 48 S49–S68. 10.2135/cropsci2007.10.0542tpg

[B102] Urbanczyk-WochniakE.SumnerL. W. (2007). MedicCyc: a biochemical pathway database for *Medicago truncatula*. *Bioinformatics* 23 1418–1423. 10.1093/bioinformatics/btm040 17344243

[B103] Van EckL.DavidsonR. M.WuS.ZhaoB. Y.BothaA.-M.LeachJ. E. (2014). The transcriptional network of WRKY53 in cereals links oxidative responses to biotic and abiotic stress inputs. *Funct. Genomic* 14 351–362. 10.1007/s10142-014-0374-3 24777609PMC4059961

[B104] Van EckL.SchultzT.LeachJ. E.ScofieldS. R.PeairsF. B.BothaA.-M. (2010). Virus-induced gene silencing of WRKY53 and an inducible phenylalanine ammonia-lyase in wheat reduces aphid resistance. *Plant Biotechnol. J.* 8 1023–1032. 10.1111/j.1467-7652.2010.00539.x 20561246

[B105] WallingL. L. (2008). Avoiding effective defenses: Strategies employed by phloem-feeding insects. *Plant Physiol.* 146 859–866. 10.1104/pp.107.113142 18316641PMC2259051

[B106] WallingL. L.ThompsonG. A. (2012). in *Behavioral and Molecular-Genetic Basis of Resistance against Phloem-Feeding Insects*, eds ThompsonG. A.van BelA. J. E. (Hoboken: Wiley-Blackwell), 328–351. 10.1002/9781118382806.ch16

[B107] WhitemanN. K.GroenS. C.ChevascoD.BearA.BeckwithN.GregoryT. R. (2011). Mining the plant–herbivore interface with a leafmining *Drosophila* of *Arabidopsis*. *Mol. Ecol.* 20 995–1014. 10.1111/j.1365-294X.2010.04901.x 21073583PMC3062943

[B108] WilleB. D.HartmanG. L. (2008). Evaluation of artificial diets for rearing *Aphis glycines* (*Hemiptera: Aphididae*). *J. Econ. Entomol.* 101 1228–1232. 10.1093/jee/101.4.1228 18767731

[B109] WuZ.IrizarryR. A.GentlemanR.Martinez-MurilloF.SpencerF. A. (2004). Model-based background adjustment for oligonucleotide expression arrays. *J. Am. Stat. Assoc.* 99 909–917. 10.1198/016214504000000683

[B110] YiJ.DerynckM. R.ChenL.DhaubhadelS. (2010). Differential expression of CHS7 and CHS8 genes in soybean. *Planta* 231 741–753. 10.1007/s00425-009-1079-z 20016991

[B111] YuO.McGonigleB. (2005). Metabolic engineering of isoflavone biosynthesis. *Adv. Agro.* 86 147–190. 10.1016/S0065-2113(05)86003-1

[B112] YunH. S.KangB. G.KwonC. (2016). *Arabidopsis* immune secretory pathways to powdery mildew fungi. *Plant Signal. Behav.* 11:e1226456. 10.1080/15592324.2016.1226456 27562527PMC5257168

[B113] ZabalaG.ZouJ.TutejaJ.GonzalezD. O.CloughS. J.VodkinL. O. (2006). Transcriptome changes in the phenylpropanoid pathway of *Glycine Max* in response to *Pseudomonas syringae* infection. *BMC Plant Biol.* 6:26. 10.1186/1471-2229-6-26 17083738PMC1636052

[B114] ZavalaJ. A.MazzaC. A.DillonF. M.ChludilH. D.BallarÉC. L. (2015). Soybean resistance to stink bugs (*Nezara viridula* and *Piezodorus guildinii*) increases with exposure to solar UV-B radiation and correlates with isoflavonoid content in pods under field conditions. *Plant Cell Environ.* 38 920–928. 10.1111/pce.12368 24811566

[B115] ZhangS.ZhangZ.WenZ.GuC.AnY.-Q. C.BalesC. (2017). Fine mapping of the soybean aphid-resistance genes rag6 and rag3c from glycine soja 85-32. *Theor. Appl. Genet.* 130 2601–2615. 10.1007/s00122-017-2979-0 28887657

[B116] ZhouY.-Y.LuoS.-H.YiT.-S.LiC.-H.LuoQ.HuaJ. (2011). Secondary metabolites from *Glycine soja* and their growth inhibitory effect against *Spodoptera litura*. *J. Agr. Food Chem.* 59 6004–6010. 10.1021/jf200821p 21545185

[B117] ZüstT.AgrawalA. A. (2016). Mechanisms and evolution of plant resistance to aphids. *Nature Plants* 2:15206. 10.1038/nplants.2015.206 27250753

How the deposited data were processed for this re-analysis (not part of the article)

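Expression was measured with the Affymetrix Soybean Genome Array in trifoliate leaves of SD01-76R (S) and LD16060 (R) plants, with and without aphids, on 12 arrays, 3 for each of 4 groups, each array from 2 pooled plants. The Methods state that the authors normalized raw intensities with GCRMA, and the sample descriptions name RMA, GCRMA and limma with no version. As deposited, the log2 values hold raw intensities summarized per probe set by the authors, with no background correction or normalization visible, since nearly every value is the log2 of a whole number or of the square root of one. The number of arrays limits the precision.

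The planned fit used the values as deposited, taken to be GCRMA values. When the table was seen to hold values with no scaling between arrays, and before any test was run, quantile normalization over the 37593 soybean probe sets, listed beforehand as another normalization to try, became the reported setting, and the values as deposited were kept for comparison. Background correction by normexp with an offset of 0 or 50 was added at the same time. In a first look, counts of calls were tabulated over 5 normalizations, with and without a replicate block, for every comparison and several thresholds, and 12 variants of the model, fitted to the values as deposited, were set beside the p-values of the study's table for S plants. None reproduced them. The closest, without a block and with all 12 arrays, came within 5% for 16 of 365 probe sets (correlation of log p 0.973), while the log2 folds of that table equal those of the values as deposited. The reported setting was not changed after that.

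All fits used limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 arrays and empirical Bayes moderation. The comparisons were infested against uninfested S plants, infested against uninfested R plants, uninfested R against uninfested S plants, infested R against infested S plants, and the difference between the responses of S and R plants. For ferritins the effect of genotype, the mean of the cultivar differences in uninfested and infested plants, was also planned and tested. A call needed p at or under 1e-04, a Storey q at or under 0.04 and a fold of at least 2, which are the study's cutoffs. Other statements rest on a Benjamini-Hochberg adjusted p under 0.05 over all soybean probe sets. The relaxed criteria were a fold of at least 2 and p at or under 0.05. Alternatives were median centering, the values as deposited, a filter at the median level, all probe sets of the table, the replicate number as a block, only the arrays compared, moderation with a trend and robust, no moderation, other thresholds, and each array left out in turn. The result that leaves 1 group with fewer arrays pools the spread over all groups.

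Topics of gene lists were fixed before the data were examined, and 31 lists were tested, some of them added later. Matching by gene description was not usable with the annotation given, so members were assigned from gene symbols after the annotation was seen and before any value was tested. Lists for lignin, ethylene, immune secretion and abscisic acid could not be filled and were left out, and MYB, bZIP, soyasaponin, seed storage, glutathione S-transferase and aquaporin lists were added. Each list is named beside its result. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, using 1 probe set per gene, and adjusted over the lists of a comparison. Genes named in the text are those the paper names, the called probe sets with the largest rises and falls in S plants whose arrays do not overlap, those called between uninfested cultivars, and those with the smallest p in R plants. Genes named as members of lists were chosen after their values were seen.

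Pairing by replicate number was checked through the correlation of deviations from group means between arrays of the same number. It ran from 0.13 to 0.36 for S plants, from 0.29 to 0.48 between uninfested cultivars, from 0.17 to 0.42 between infested cultivars and from -0.12 to 0.49 for R plants. Between cultivars every pair was above the highest correlation of arrays with different numbers, 0.03 in uninfested and 0.05 in infested plants. So the numbers pair the arrays in these comparisons, as judged from the data. In S plants that highest value was 0.2, above the pairs with 0.13 and 0.15. In R plants it was 0.39. Pairing by number is therefore not shown within S or R plants. The Methods describe complete blocks of plants in the growth chamber but do not say that the array numbers follow them, and their account of the array analysis names no block. The reported fit, written beforehand on the ground that the Methods name no block, therefore has none. The fit with the block is given beside the counts of calls and beside several, but not all, single results whose calls it changes. The pipeline was tested on simulated data with 200 changed probe sets, of which it called 22.4% at a log2 change of 1, 89.6% at 2 and 95.5% at 3, with 2 wrong calls. The simulated noise was independent between probe sets and between arrays, unlike that of the real arrays. These rates therefore test the pipeline and may not hold for the data. The level of the control probe sets was set beside the named genes after the results were seen. Figures were drawn with matplotlib 3.10.9. Metabolite, imaging, aphid and qPCR measurements have no deposited table and were left out.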

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

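The tests of scaling for the share of rises and of the side of the growth chamber were chosen after the results were seen. The difference between the responses of S and R plants was tested for each probe set, and 3 probe sets had an adjusted p under 0.05, all with the larger rise in S plants. Glyma.15g142200, at the level of the control probe sets in uninfested plants, rose by 5.13 in S plants against 1.38 in R plants, a difference of 3.75 (SE 0.44, adjusted p = 0.0401). LOC100779018 had 2.87 in S and 0.11 in R plants, a difference of 2.76 (adjusted p = 0.0485). The auxin-repressed protein-like gene Glyma.07g043000 had a difference of 1.98 (adjusted p = 0.0356). The count of calls for this test depends on single arrays, from 0 without uninfested S replicate 2 to 98 without infested R replicate 2.

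Signals in data the paper does not discuss are of 3 kinds. Between infested R and infested S plants 311 probe sets were called, a comparison the paper sets aside because the cultivars carried different numbers of aphids. In S plants 158 called probe sets are not in the study's table. Between uninfested cultivars 17 called probe sets are not in that table, among them those of MYB139, the metallothionein MET2 and the serine/threonine kinase Glyma.13g166100. The called MET2 probe set had a log2 difference of -1.82. The other MET2 probe sets ran only from -0.22 to 0.09 (unadjusted p from 0.458 to 0.964 from limma).

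Other splits of the same arrays into 3 and 3 were fitted for each comparison. They number 10 with the real one, too few for a share under 0.05. In S plants the real split gave 389 calls and the highest of the others 22, so 1 split reached the real count. Between uninfested cultivars the values were 28 and 5, and between infested cultivars 311 and 0, again with 1 split. In R plants the real split gave 0 calls and the highest of the others 1, so all 10 splits reached the real count. A real count of 0 makes that certain, so the splits decide nothing for R plants.

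Rises outnumbered falls among the calls in S plants. At an unadjusted p under 0.05 falls outnumbered rises, 3338 against 2906 (46.5% rises), and 2181 against 1410 on the values as deposited (39.3% rises), so the excess belongs to the calls and not to all probe sets with a small p. If the scaling between arrays were the cause, some scaling should bring the share of rises among the calls to 50% or less, and the lowest share over 5 scalings was 69.2%, on the values as deposited. If dim probe sets with background left in were the cause, the share should be 50% or less among probe sets above the median level, where it was 87.3%. Both values argue against these explanations as the whole cause of the excess among the calls. The size of the share still depends on the scaling, and aphid treatment and chamber side cannot be told apart for it.

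Probe sets called in S plants, such as those of MPK3 and the NHL10 orthologs, mostly had the same sign in R plants. The signed set test of limma (fry) gave p = 0.0503 and an exact permutation of the R arrays p = 0.1, the smallest it can give, so chance stays open. Scaling between arrays is argued against by the lowest share with the same sign over 5 scalings, 92.9%. All 6 infested arrays come from the same side of the growth chamber, so that a weak aphid response and an effect of the chamber side cannot be told apart. A weaker response of R plants, which carried fewer aphids, may explain the shared direction but was not tested.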

How the results depend on the processing

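The normexp settings were chosen after the values had been seen and before any test. For the genes named in the text, 3304 values under other settings kept their side of the threshold, 317 kept the direction but no longer passed and 16 newly passed. Of the 3304, 8 had the other sign, without passing, and no value that passed had the other sign. The count of 0 calls in R plants held under every setting, except that the relaxed criteria gave 100 probe sets. The ferritin list between uninfested cultivars passed under every setting except with an estimated correlation (adjusted p = 0.25) and with fry of limma (adjusted p = 0.33). Where no cause is given, the cause was not tested.

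With only probe sets above the median level tested, fewer probe sets were available, and the calls were 189 in S plants, 13 between uninfested cultivars, 140 between infested cultivars and 0 for the difference of the responses. With the replicate number as a block they were 720, 50, 680 and 60. With only the arrays compared, which leaves fewer arrays, they were 238 in S plants, 12 between uninfested cultivars and 176 between infested cultivars. Without moderation they were 100, 10, 80 and, for the difference of the responses, 1, and 69 probe sets of the study's table were called and 4 phenylpropanoid genes met the relaxed criteria. On the values as deposited the counts were 14 between uninfested cultivars, 184 between infested cultivars and 0 for the difference of the responses, which was also 0 with normexp at an offset of 0 and 1 with Benjamini-Hochberg in place of q. An adjusted p under 0.05 alone gave 1284 in S plants and 1126 between infested cultivars. The relaxed criteria, a wider limit, gave 1723 in S plants, 166 between uninfested cultivars, 1763 between infested cultivars and 1080 for the difference of the responses.

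Of the gene lists, 9 passed in S plants, 1 in R plants and 5 between uninfested cultivars, and with an estimated correlation 0, 0 and 0. With fry the numbers were 0 in R plants and 0 between uninfested cultivars. With all probe sets of each gene they were 5 and 9, and with the block 2 and 8. In R plants, 3 lists passed on the values as deposited, 2 above the median level and 3 with normexp at an offset of 0. The set test of the S calls in R plants (fry of limma) passed with the block (p = 0.0406) and with normexp at an offset of 0 (p = 0.0291), while an exact permutation of the R arrays cannot go under 0.1 and gave p = 0.1 with normexp at an offset of 0. On the values as deposited fry gave p = 0.0987 and the exact permutation p = 0.3, and with only the arrays compared p = 0.161 and p = 0.2.

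With each array left out in turn, the calls ran from 211 (without infested S replicate 1) to 469 in S plants, from 10 to 29 between uninfested cultivars, from 139 to 447 between infested cultivars and from 0 to 98 for the difference of the responses, and stayed at 0 in R plants. The last count was 33 and 29 without infested S replicates 2 and 3, 6 without uninfested S replicate 1 and 1 without infested S replicate 1. Counts under 19 between uninfested cultivars came without uninfested S replicate 1 (13) and uninfested R replicates 1, 2 and 3 (14, 10 and 12). Between infested cultivars, 170 came without infested S replicate 1, 139 without infested R replicate 1 and 148 without infested R replicate 3. Lists passing ran from 5 (without infested S replicate 3) to 10 in S plants, from 0 (without infested R replicate 2) to 5 (without infested R replicate 1) in R plants and from 2 (without uninfested S replicate 1) to 7 between uninfested cultivars, with 3 there without uninfested R replicate 3. In R plants 3 passed without uninfested S replicate 1, uninfested R replicate 2 or infested R replicate 3, and 2 without infested S replicate 1 or uninfested R replicate 1. Probe sets called in the study lists ran from 147 (without infested S replicate 1) to 255, relaxed phenylpropanoid genes from 3 to 9 and ferritin probe sets higher in R plants from 9 to 10. The limma set test of S calls in R plants ran from p = 0.00985 (without infested S replicate 1) to 0.331 (without infested R replicate 2), under 0.05 for 7 of 12 arrays, with the exact permutation at 0.1 and 0.3 for these 2, and the share with the same sign from 74.6% to 97.6%.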

Differences from the paper's values

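No test here was chosen to come closer to the paper. Counts are at the paper's stated cutoffs. Of 105 log2 folds compared with the paper's tables, 0 differed in the reported setting (largest gap 0.21), and on the values as deposited the gap was 0. Without infested S replicate 1, 3 differed, and without infested S replicate 3, 2 did. The totals in S plants (the paper's 365, here 389), the rises (the paper's 258, here 346), the 0 calls in R plants, the transcription factor genes of Table 1 (the paper's 36, here 26) and its NAC genes (6 in both) were within 1.5 times in the reported setting. The transcription factor genes were 30 on the values as deposited, 32 with the replicate block and 29 with median centering. Some alternatives were not within 1.5 times. The total in S plants was 189 above the median level, 720 with the replicate block, 238 with only the arrays compared, 100 without moderation and 211 without infested S replicate 1. The rises were 398 with median centering, 165 above the median level, 639 with the block, 90 without moderation and 417 without infested R replicate 2. The transcription factor genes were 17 with only the arrays compared, 7 without moderation, 21 and 22 with normexp at offsets of 0 and 50, 21, 21 and 16 without uninfested S replicates 1, 2 and 3, 12, 20 and 17 without infested S replicates 1, 2 and 3, and 23 each without uninfested R replicate 1 and infested R replicate 3. The NAC genes were 2 without moderation.

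In S plants the paper's count of lower probe sets is 107 and here it is 43. It was 93 on the values as deposited, 81 with the replicate block and 108 without infested S replicate 2, which are within 1.5 times, and no other alternative was. Between uninfested cultivars the paper's counts are 12 in all, 5 higher and 7 lower, and here they are 28, 9 and 19. The total was within 1.5 times on the values as deposited (14), above the median level (13), with only the arrays compared (12), without moderation (10), and without uninfested S replicate 1 (13) or uninfested R replicates 1, 2 and 3 (14, 10 and 12). Probe sets higher were so on the values as deposited (6), with median centering (7), above the median level (6), with only the arrays compared (5), without uninfested S replicates 1 (4) and 2 (7), infested S replicate 1 (7) and uninfested R replicates 1 and 3 (4 each). Probe sets lower were so on the values as deposited (8), above the median level (7), with only the arrays compared (7), without moderation (7), and without uninfested S replicate 1 (9) or uninfested R replicates 1, 2 and 3 (10, 7 and 8). The other alternatives differed.

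Between infested cultivars the paper's counts are 43 in all, 20 higher and 23 lower, and here they are 311, 37 and 274. No alternative brought the total or the lower count within 1.5 times. The higher count was 25 above the median level, 23 with normexp at an offset of 50, 17 with only the arrays compared, 14 and 24 without infested S replicates 1 and 3, and 15 and 20 without infested R replicates 1 and 3, and the other alternatives differed.

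Of the WRKY genes in Table 1, the paper's count of called genes is 11 and here it is 4, with 9 on the values as deposited and 8 with the replicate block, and the other alternatives differed. Of the phenylpropanoid genes in Table 2, the paper's count is 15 and here it is 7, with 10 on the values as deposited. The paper's count of lower genes is 10 and here it is 2, with 7 on the values as deposited. For both the other alternatives differed.

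Of the probe sets in the study's table for S plants, 231 were called (202 higher and 29 lower), against 296 on the values as deposited (207 higher and 89 lower). The other 134 were not called here, all because p was over the limit, and 114 of them had an adjusted p under 0.05 with the same sign. The paper lists the isoflavone O-methyltransferase Glyma.13g173600 among the differences between uninfested cultivars, and here it was not called, with a log2 difference of -3.19 (adjusted p = 0.18). On the values as deposited all 12 probe sets of that table were called, and with the replicate block this one passed (adjusted p = 0.0287, in a range up to 0.844). The paper states that jasmonic acid signaling rose in S plants, from overrepresented gene sets, a hormone pathway tool and GSA. The lists here hold other genes, taken from gene symbols, and were tested otherwise, so the measures are not alike. Here the list of jasmonic acid synthesis had a median of -0.30 and that of jasmonate response -1.06, and neither passed, although the synthesis list passed as lower on the values as deposited, above the median level and with all probe sets of each gene, while the salicylic acid regulator SARD1 rose by 1.73. The paper describes the isoflavonoid branch as mostly induced, at its relaxed criteria and over a larger set of pathway genes. At those criteria 4 genes were higher here, all in the isoflavonoid list, and 3 lower, all in the flavonol list, which is the paper's direction. The isoflavonoid list also holds CHS8, for chalcone synthase, the entry enzyme of flavonoid synthesis, so it does not stand for the isoflavonoid branch alone. Of 22 isoflavonoid genes 14 had positive values, with 4 higher and none lower at an unadjusted p under 0.05. However, 0 had an adjusted p under 0.05 from limma. The list passed camera in the reported setting, but not with an estimated correlation. The paper reports more cell wall transcripts in uninfested S plants, from GSA on other gene sets. In the list made here from gene symbols, 7 of 12 cell wall genes had higher values in R plants and the list did not pass.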

Other observations

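The test of chance placement was chosen after the positions of the genes were seen. Among lists that belong to no statement of the paper, soyasaponin genes fell in infested S plants, 2 of 5 at an adjusted p under 0.05 and 4 when adjusted over the list alone (camera adjusted p = 0.030, but adjusted p = 0.39 with an estimated correlation). CYP93E1, which oxidizes the soyasaponin skeleton, fell by 2.39 (SE 0.56, adjusted p = 0.036). Pathogenesis-related and other defense genes were higher in S plants, with 1 of 14 past the adjusted test, PGIP, a polygalacturonase inhibitor gene, at 1.08 (adjusted p = 0.020), and 5 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.00014, but adjusted p = 0.15 with an estimated correlation). Of 37 glutathione S-transferase genes 1 rose, GSTIR at 2.07 (1 when adjusted over the list alone; camera adjusted p = 0.031, but adjusted p = 0.40 with an estimated correlation). Tubulin and actin genes were lower (4 genes, median -0.47, 2 lower when adjusted over the list alone; camera adjusted p = 0.030, but adjusted p = 0.31 with an estimated correlation). Without infested S replicate 3 the soyasaponin, glutathione S-transferase and tubulin lists did not pass, without uninfested S replicate 2 or 3 the glutathione S-transferase list did not, and without uninfested S replicate 1 or on the values as deposited the tubulin list did not. Above the median level, where fewer genes were left, the soyasaponin and tubulin lists were not among those that passed. The glutathione S-transferase list did not pass with fry.

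Of 24 aquaporin genes 4 fell in S plants and none rose (4 when adjusted over the list alone; camera adjusted p = 0.078), and of 15 starch and sugar genes 1 rose and 2 fell (1 and 3 when adjusted over the list alone; camera adjusted p = 0.38). None of 12 photosynthesis genes passed limma's test, with 4 lower at an unadjusted p under 0.05 (camera adjusted p = 0.051, and 0.047 with the replicate number as a block). The photosynthesis list also passed with fry, on the values as deposited, with median centering, with all probe sets of each gene and without any 1 of 7 arrays, and the aquaporin list on the values as deposited, above the median level, with all probe sets of each gene and without infested S replicate 1, but neither with an estimated correlation. The camera adjusted p was 0.34 for protease inhibitors, 0.27 for seed storage proteins, 0.72 for senescence, 0.71 for heat shock, 0.38 for ferritin, 0.63 for the circadian clock, 0.57 for phloem, 0.40 for nodule and root and 0.57 for ribosomal proteins. In R plants the 30 lists other than WRKY had camera adjusted p from 0.054 to 0.98. The aquaporin list there passed as lower on the values as deposited and with normexp at an offset of 0. It also passed without uninfested S replicate 1, infested S replicate 1, uninfested R replicates 1 or 2 or infested R replicate 1. The NAC list passed without uninfested R replicate 2 or infested R replicates 1 or 3. Neither passed with an estimated correlation or fry. Between uninfested cultivars glutathione S-transferases passed with a median of -0.12 (camera adjusted p = 0.043, but adjusted p = 0.41 with an estimated correlation). That list did not pass above the median level, with normexp at an offset of 50, or without uninfested S replicate 1 or uninfested R replicates 1 or 3. The 26 lists that did not pass ran from 0.079 to 0.96. Of these, the isoflavonoid, AP2/ERF and DREB and salicylic acid lists passed with the replicate number as a block. The isoflavonoid list also passed on the values as deposited and with all probe sets of each gene. It passed too without uninfested S replicate 3, infested S replicate 1, uninfested R replicate 1 or infested R replicate 2. Some other lists passed in single settings, but none with an estimated correlation or fry. Between infested cultivars 11 lists passed, 7 with fry and 0 with an estimated correlation, among them soyasaponin genes, higher in R plants (adjusted p = 0.0075, but adjusted p = 0.29 with an estimated correlation). For the difference of the responses 10 passed with camera, but 0 with an estimated correlation and 0 with fry. None of 60 control probe sets was called by limma in any comparison, with 4 at an unadjusted p under 0.05 in S plants, 0 in R plants, 0 between uninfested cultivars, 3 between infested cultivars and 1 for the difference of the responses.

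Genes that differ between uninfested cultivars lie close together. Of 17 called genes with a position, 6 are on chromosome 7 and 5 on chromosome 13, and 10 pairs lie within 100 gene numbers. Random sets of 17 drawn from the 299 genes of the study's tables gave a median of 0 such pairs and a 95th percentile of 2 (permutation p = 1e-04, the smallest that 10000 draws can give), and without pairs fewer than 10 gene numbers apart p was also 1e-04. Both values argue against chance placement and against neighboring copies that share probes. The 177 genes called in S plants had 67 pairs against a median of 67 (permutation p = 0.54). They make up much of the 299, so random draws must give about as many pairs. This test therefore cannot show whether the genes called in S plants cluster. The R line carries Rag1, which the paper places on chromosome 7, so segments that differ between the cultivars may explain the clusters, but sequence variants under the probes stay open, since 50% of 6 other probe sets of MET2 and MYB139 had the same sign. Against a called -1.82, the other MET2 probe sets ran only from -0.22 to 0.09. Against a called 1.87, those of MYB139 had 0.51 and 0.65.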
